# EGFL7 drives the evolution of resistance to EGFR inhibitors in lung cancer by activating NOTCH signaling

**DOI:** 10.1038/s41419-022-05354-y

**Published:** 2022-10-29

**Authors:** Yubo Wang, Pu Chen, Man Zhao, Hongxin Cao, Yuelei Zhao, Meiju Ji, Peng Hou, Mingwei Chen

**Keywords:** Non-small-cell lung cancer, Cancer therapeutic resistance, Mechanisms of disease

## Abstract

Accumulating evidence supports evolutionary trait of drug resistance. Like resilience in other systems, most tumor cells experience drug-tolerant state before full resistance acquired. However, the underlying mechanism is still poorly understood. Here, we identify that EGF like domain multiple 7 (*EGFL7*) is a responsive gene to epidermal growth factor receptor (EGFR) kinase inhibition during a period when tumors are decimated. Moreover, our data reveal that the adaptive increase of EGFL7 during this process is controlled by the depression of nonsense-mediated mRNA decay (NMD) pathway. Upregulation of EGFL7 activates NOTCH signaling in lung cancer cells, which slows down the decrease of c-Myc caused by EGFR inhibition, thereby helping the survival of cancer cells. Our data, taken together, demonstrate that EGFL7 is a driver gene for resistance to EGFR kinase inhibition, and suggest that targeting EGFL7/NOTCH signaling may improve the clinical benefits of EGFR inhibitors in patients with *EGFR* mutant tumors.

## Introduction

Although the use of epidermal growth factor receptor (EGFR) inhibitors in *EGFR*-mutant non-small-cell lung cancer (NSCLC) has led to a major clinical breakthrough, eventual resistance to these inhibitors limits their further clinical benefits as happened in conventional chemotherapy [1]. Generally, drug resistance can be roughly categorized into primary resistance and acquired resistance. Primary resistance refers to a situation where tumors do not have drug target or have preexisting certain mutations, such as *EGFR* T790M mutation [2]. Acquired resistance describes a situation where tumors initially respond to drugs such as EGFR inhibitors, then relapse and progress after a period of exposure [3]. The activation of alternative pathway is a typical example of acquired resistance [4].

Although onset of new mutants or histology demonstrated in clinical samples [5] seems to support that primary resistance plays a major role, those data can also be explained by either parallel evolution [6] or adaptive mutability caused by inhibition of EGFR [7]. Besides, clinical data often lack serial biopsies and transcriptome data, thereby dampening their ability to determine the dynamics of resistance development [8] and elucidate the underlying mechanism [9]. Thus, acquired resistance may be at least of equal importance to primary resistance. Acquired resistance defines a dynamic process from sensitive status to resistance and renders a new therapy target in addition to multifactorial resistance [10]. Upon treatment, the fate of sensitive cells may be a stochastic process. That is, most cells will die while a constant proportion of cells gain a dormant, non-dividing state and survive the treatment [8]. Both extracellular matrix (ECM) [11] and epigenetic change [8] may contribute to this state. The remaining cells, namely persister cells, then will follow different paths to irreversible resistance [12]. Alternatively, persister cells can also regain drug sensitivity upon treatment withdraw. Indeed, some retrospective clinical data confirm re-challenge is effective [13], especially in patients without known mechanisms of resistance [14]. Thus, targeting seemingly common path before irreversible resistance may convey more clinical benefits, especially considering diverse resistant mechanisms confirmed [15]. Although persister cells express some stem cell markers and have special redox levels compared with parental cells [16], the pathway underlies the formation of persister cells from inhibition of EGFR is still poorly understood.

Based on an assumption that “driver genes” of acquired resistance should respond robustly to the inhibition of EGFR and persist during the evolution to resistance, the present study demonstrates that EGFL7 is upregulated under the perturbation of EGFR kinase and its responsive increase buffers the inhibition of EGFR, thereby promoting the transition of parental cells to persistent cells and eventually resistant cells. Coined terms from tumorigenesis, these results indicate that EGFL7 is a driver gene of acquired resistance to EGFR inhibitors.

## Materials and methods

### Cell lines

Human NSCLC cell lines PC9, HCC827 and derived osimertinib-resistant PC9OR cell lines were gained from Prof. Shiyong Sun (Emory University School of Medicine and Winship Cancer Institute, Atlanta, GA). These cells were routinely cultured in RPMI 1640 containing 10% fetal bovine serum (FBS) at 37 °C with 5% CO_2_.

### Animals

The animal experiments in this study were approved by the Laboratory Animal Administration Committee of Xi’an Jiaotong University and performed according to the Guidelines for Animal Experimentation of Xi’an Jiaotong University. Male athymic (nu/nu) mice, aging between 6 to 8 weeks, were purchased from SLAC laboratory Animal Co., Ltd. (Shanghai, PR. China), and housed under specific pathogen-free conditions. The simple randomization was used to categorize mice. The indicated cells at 1 × 10^6^ in serum-free medium were injected subcutaneously into the flank region of nude mice to establish the tumor xenografts model. Next, these mice were administrated with 3 mg/kg/day osimertinib (gavage) alone or in combination with 1 mg/kg/day DBZ (intraperitoneally) when the neoplasms reached sizes of about 50–100 mm^3^ (calculated by 0.5*length*width*width). Tumor volume was calculated by the above formula. The mice were then sacrificed after 26 days and the tumor tissues were stripped and weighed for further experiments. No statistical methods were used to determine sample size and the investigators were blind to group allocation during measurement.

### Immunohistochemistry

Xenografts fixation and immunohistochemistry were performed as described previously [17, 18]. Briefly, 4 µm paraffin sections were dewaxed with xylene, rehydrated with graded alcohol series and heated with citrate buffer. After that, Ki-67 (1: 100 dilutions, BD Pharmingen™), biotin conjugated secondary antibody and streptavidin-HRP were applied, and DAB was then added to show positive cells.

### Knockdown and ectopic expression of EGFL7

Control siRNA (si-NC) and specific siRNAs targeting EGFL7 (si-EGFL7-1 and si-EGFL7-2) were purchased from Guangzhou RiboBio Co., Ltd. (Guangzhou, China). Lentivirus expressing sh-RNA targeting EGFL7 (sh- EGFL7) and control lentivirus (sh-NC) were purchased from HanBio Co., LTD (Shanghai, China). About 5 × 10^4^ cells per well were seeded in 12-well plate and cultured in CO_2_ incubator (Thermo Fisher) overnight. Next, cells were transfected with si-EGFL7-1/2 or si-NC using X-tremeGENE™ siRNA Transfection Reagent (Roche) or infected with the above lentiviruses according to the manufactory’s guide. The sequences of the siRNAs and shRNAs were presented in Supplementary Table S1.

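The siRNA si-EGFL7-1 has the sequence GTGGATGAATGCAGTGCTA, which the shRNA shares, and si-EGFL7-2 has the sequence GCGAGCAGATTTCCTTCCT. Aligned to the GENCODE transcripts on GRCh37, si-EGFL7-1 matched chromosome 9 from 139564623 to 139564641, in exon 8 of the 11 exons of the canonical *EGFL7* transcript. The target of si-EGFL7-2 ran from 139566502 to 139566520, in exon 10. Both targets lay in the coding sequence. Of the 7 *EGFL7* transcripts in the annotation, 5 contained the si-EGFL7-1 target and 4 contained the si-EGFL7-2 target. For either siRNA, 0 other genes contained its target exactly and 0 contained it with a single mismatch.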

The full-length open reading frame (ORF) of human EGFL7 with MYC tag was amplified and cloned into plasmid pcDNA3.1(-) with using the primers bellow. Next, 1 µg EGFL7 plasmid or empty plasmid and X-tremeGENE HP DNA Transfection Reagent (Roche) were added to 12-well plate (1 × 10^5^ cells/well) as the manufactory’s guide. The sequences used for plasmid construction were 5’-GCT GGA TAT CTG CAG AAT TCG CCA CCA TGA GGG GCT CTC AGG-3’ (forward) and 5’-TGC AAG AAA GAC TCG GAG CAG AAA CTC ATC TCA GAA GAG GAT CTG TGA GGA TCC GAG CTC GGT ACC AAG C-3’ (reverse).

### Cytotoxicity assay

About 2000–4000 cells per well were cultured in 96-well plates and measure by SRB or MTT assay as described previously [19, 20].

### Generation of persister cells

PC9 cells were cultured in 35 mm dishes and treated with 1 µM osimertinib for 9 days. Fresh medium containing drug was then replaced at about 48, 84, 120, 168 and 216 h, respectively. Next, the persister cells were washed with phosphate buffered saline(PBS) twice, fixed for 15 min with methanol and then stained with 1 g/ml Crystal Violet. After washing and air dry, cell number was counted under light microscope.

### Cell cycle analysis

About 2 × 10^5^ PC9OR cells per well were seeded into 6-well plate and cultured overnight. Next morning, 2 µM osimertinib or vehicle was added and further cultured for 48–72 h. Cells were then detached with trypsin-EDTA (Byotime), stained with propidium iodide (Sigma-Aldrich) and analyzed by BD FACSCalibur™ flow cytometer (BD Biosciences).

### Competitive fitness analysis

About 1 × 10^5^ PC9 cells and green fluorescent protein (GFP)-labeled PC9 cells were dropped in 60 mm dishes with or without mixture and cultured in CO_2_ incubator. Next morning, cells were checked under light microscope to make sure the formation of evenly distribution or two distinct clumps. Following this, cells were treated with 1 µM osimertinib or vehicle for 36–48 h, and then analyzed by BD FACSCalibur™ flow cytometer (BD Biosciences).

### RNA sequencing

Total RNA was extracted using TRIzol™ (Invitrogen^TM^) and then qualified using Agilent 2100 bioanalyzer (Agilent). Next, 0.2 µg RNA and TruSeq® Stranded kit (Illumina) was used to prepare RNA libraries according to manufactory’s guide. Libraries were then sequenced using Illumina HiSeq at 100 bp, and the clean reads were obtained by filtering out rRNA, adapter and low-quality reads using SOAP (ver. 1.5.2) [21]. Data were restored at GEO under accession number GSE201549.

### Transcriptome analysis

Patients with lung adenocarcinoma receiving the treatment of EGFR inhibitors were categorized into two groups: response group (Complete Response) and no response group (Clinical Progressive Disease), and raw count data were then extract from TCGA database. We obtained raw sequence data through Galaxy (SRP066956) whose raw counts data cannot directly downloaded from GSE75602 [22] and sequence data were then mapped to Genome Reference Consortium Human Build 37 (GRCh37) using STAR package [23]. The raw count data were obtained using HTseq package [24]. Differential expressed genes of NR. group vs. R. group, PC9 vs. PC9OR cells and persister vs. naive cells (GSE75602) were calculated using DEGseq (ver. 1.48.0) package [25] in R.

To identify *EGFL7* as a late response gene to EGFR kinase inhibition. As for data from GSE43288, GSE178755, GSE114647, GSE65420, raw data were obtained from GEO database. Raw counts data from GSE75602 were obtained as described. These raw data were then normalized using limma (ver. 3.46.0) package [26] according to user’s guide. As for microarray data, normalized data of GSE45891 were obtained from GEO database using GEOquery (ver. 2.58.0) package [27], while raw data of GSE115864, GSE20854, GSE512512, GSE68954 and GSE106151 were obtained from GEO database and affy (ver. 1.68.0) package [28] was used to get normalized expression matrix. The limma (ver. 3.46.0) package [26] was then used to calculate relative expression change of *EGFL7*.

### Gene set enrichment analysis

We obtained raw data from GEO database (GSE159095, GSE168642, GSE85986, GSE126933, GSE134401, GSE61999, GSE62000, GSE71769, GSE38054, GSE61869, GSE61870 and GSE61871). We obtained raw sequence data from Galaxy (GSE87615) [22] and corresponding raw counts data were obtained as described above. These raw data were normalized using limma (ver. 3.46.0) package [26] according to user’s guide. As for microarray data, raw data obtained from GEO database (GSE134114, GSE104260, GSE74631, GSE6495, GSE7067, GSE27424, GSE34602 and GSE54378) and affy (ver. 1.68.0) package [28] was used to get normalized expression matrix according to user’s guide. Also, we obtained normalized data from GEO database (GSE30288, GSE45750 and GSE53203) using GEOquery (ver.2.58.0) package [27]. Besides, 14 c-Myc-related gene sets were obtained from the Molecular Signatures Database (MSigDB) [29] (Supplementary Table S2). Normalized enrichment scores were then calculated using GSEA software (ver. 4.2.0) [30] with default settings.

### Single cell sequence analysis

Raw counts data were obtained from GSE150949. Expression of *EGFL7* and *p* values between groups were then calculated using MAST (ver. 1.16) package according to user’s guide. NOTCH signature was also obtained from supplements [31]. Besides, mean NOTCH signaling score per cell was calculated as described previously [32], and *p* values of NOTCH signaling score were then calculated using Student’s *t* test.

### Specific transcript PCR

Total RNA was extracted using TRIzol™ (Invitrogen^TM^) and reverse-transcribed into cDNA using PrimeScript™ RT Reagent Kit with gDNA Eraser (TaKaRa). Specific *EGFL7* transcripts were amplified using Platinum™ II Taq Hot-Start DNA Polymerase (Invitrogen™) and specific primers (forward: 5’-CTA GGG TCC ATC TCC AGT CC-3’; reverse: 5’-CCA ACA CCA GAA GCC ACA TCA G-3’) according to manufactory’s guide. 

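The forward primer CTAGGGTCCATCTCCAGTCC matched chromosome 9 of GRCh37 from 139557490 to 139557509, in exon 1 and the 5' untranslated region of the canonical *EGFL7* transcript. The reverse primer CCAACACCAGAAGCCACATCAG matched the opposite strand from 139562759 to 139562780, in exon 4 and the coding sequence. The forward primer was present in 4 of the 7 GENCODE transcripts of *EGFL7* and the reverse primer in 5. Transcripts of other genes were not searched for the primers, so their specificity was not tested.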

Secondary PCR was done with resulting production. The presence of specific *EGFL7* transcripts was presented by DNA Electrophoresis.

### Western blot analysis

Whole-cell lysates were prepared in RIPA lysis buffer containing PMSF and protease inhibitor cocktail, 30–60 µg proteins were then subjected to western blot analysis loaded into SDS-PAGE gels and transferred to polyvinylidene difluoride membrane(Roche) as described previously [33]. The antibody information was presented in Supplementary Table S3.

### Statistical analysis

Each in vitro experiment was repeated three times and in vivo experiment was done once with at least three biological replicate. No statistical methods were used to determine sample size. The results are shown as mean ± standard error of the means (SEM) other than specified. The specific statistical tests used to determine differences are selected according to data traits and described in figure legends. Briefly, we use two-tailed Welch Two Sample *t*-test for comparing difference of mean of two independent sample, one-way ANOVA with Tukey multiple comparisons for 3 or more independent samples analysis, two-way ANOVA for curve analysis, linear models and MA-plot-based methods for transcriptome analysis and Zero-inflated regression for single-cell transcriptome analysis. *p* < 0.05 was considered as significant and *p* values were calculated using R.

## Results

### EGFL7 functions in cancer resistance to EGFR inhibitors

To clarify the dynamics of drug resistance, we first selected patients who received the treatment of EGFR inhibitors from The Cancer Genome Altas database (TCGA), and divided them into response (complete response) and nonresponse (clinical progressive disease) groups (Supplementary Table S4). Next, we analyzed the transcriptome of these two groups and got 632 highly expressed genes in no responders (Fig. 1A) based on the threshold with >2-fold change and *q* value <0.001. 

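RNA from PC9 cells, an *EGFR*-mutant lung cancer line, and from PC9OR cells, the osimertinib-resistant line derived from it, was sequenced in 2 biological replicates of each line. The authors deposited, for each gene of each library, an expected count, which is an estimated number of reads without normalization, an FPKM value and a transcript length. The genes carry Entrez identifiers and RefSeq transcripts. The paper's methods name SOAP for the filtering of reads, and the paper's text does not name the aligner, the counting tool or the genome build used for these libraries. The expected counts summed to 23201307 and 29062064 for PC9 replicates 1 and 2, and to 31948974 and 32203998 for PC9OR replicates 1 and 2. Between 14753 and 15138 genes were listed per library, 16813 in at least 1 library and 13386 in all 4. Each file lists only genes with an expected count above 0, so a gene absent from a file was given 0 counts.
The expected counts were rounded and normalized by edgeR's TMM method. The 13148 genes kept by its filter on low counts were tested with its quasi-likelihood test, without pairing of replicates, since the paper states none. A count of 3 in a library corresponded to between 0.0936 and 0.128 CPM (counts normalized to the library size). The PC9 replicates differed more than the PC9OR replicates, with a biological coefficient of variation of 0.241 against 0.104. Part of that difference followed transcript length. Across 10239 genes, which are not independent replicates, the log2 difference between PC9 replicates 2 and 1 had a rank correlation of -0.50 with length. Between the PC9OR replicates the rank correlation was 0.00, and between PC9OR and PC9 cells it was -0.44.

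**Figure D1:**
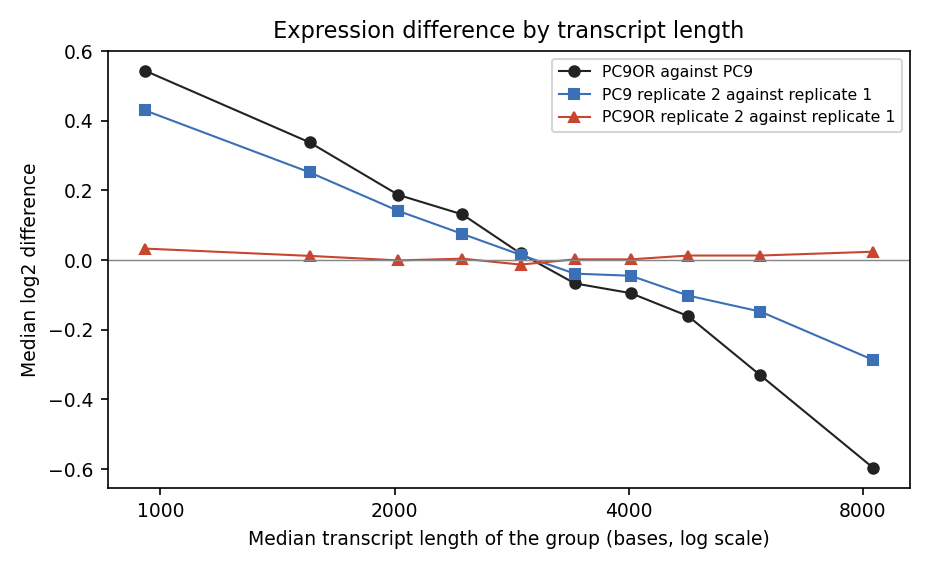
Median log2 difference in expression in 10 groups of genes ordered by transcript length (bases, log scale), between the lines and between the replicates of each line. In the group of the shortest genes the median was 0.54 between PC9OR and PC9 cells and 0.43 between the PC9 replicates, and in the group of the longest genes it was -0.60 and -0.29.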

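With more than 2-fold change and an adjusted p under 0.001, 0 genes were higher and 0 were lower in PC9OR than in PC9 cells, and the smallest adjusted p was 0.00155 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 967 genes were more than 2-fold higher and 1718 more than 2-fold lower. By fold change alone, the numbers were 1162 and 1924. An adjusted p under 0.05, without a limit on the fold change, was reached by 4790 genes, of which 2056 were higher and 2734 lower in PC9OR cells. More than 2-fold change and an adjusted p under 0.05 left 806 genes higher and 1523 lower. The alternative that moved the counts most was an MA-plot-based random sampling model on pooled replicates, reimplemented after the method of DEGseq, which called 1080 genes higher and 1847 lower at the stricter threshold. The same model called 587 genes between the 2 PC9 replicates and 179 between the 2 PC9OR replicates. DESeq2's Wald test called 497 genes higher and 1238 lower. With offsets for transcript length and GC content, chosen after seeing the data, 825 genes were more than 2-fold higher at an adjusted p under 0.05, and 603 of them were among the 806. Under the same offsets 1204 genes were lower, and 1052 of them were among the 1523.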

Meanwhile, we obtained 369 genes upregulated in osimertinib-resistant PC9OR cells (Fig. 1B) with the same threshold by comparing the gene expression profiles of PC9 cells and derived PC9OR cells. 

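*EGFL7*, Entrez gene 51162, lies on chromosome 9 of GRCh37 from 139553308 to 139567130 on the plus strand. In counts normalized to the library size (CPM) it reached 14.5 and 18.5 in the PC9 replicates, a mean of 16.5 ± 2.84 (SD, n = 2), and 39.7 and 39.8 in the PC9OR replicates, a mean of 39.8 ± 0.0857 (SD, n = 2). The log2 fold change was 1.27 (standard error 0.160, adjusted p = 0.00842 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so it passed 2-fold but not an adjusted p under 0.001. Both PC9OR replicates were above both PC9 replicates, which chance gives for 16.7% of genes. With each library left out in turn, the log2 fold change ran from 1.10 to 1.44. *EGFL7* passed the threshold with DESeq2's Wald test, with the MA-plot-based model and with the replicate number as a block. The offsets for length and GC content lowered its log2 fold change to 0.97. The 200 tested genes nearest to it in length, from 1247 to 1360 bases, had a median log2 fold change of 0.39, and *EGFL7* was above 97% of them. The 30 tested genes around it on the chromosome had a median of -0.05.
All 23 genes drawn as upregulated in Fig. 1C were tested and were more than 2-fold higher in PC9OR cells. Of them, 21 had an adjusted p under 0.05 over all genes tested, 23 had one when adjusted within the 23, and 23 had an unadjusted p under 0.05, while 0 reached an adjusted p under 0.001. These genes are the paper's own calls on the same libraries, so the adjustment within the list shows no stability. Their log2 fold changes ran from 1.06 for *PWWP2B* to 1.89 for *CAPS*, and *EGFL7* was in position 12. *CAPS* had 10.4 ± 0.646 CPM (SD, n = 2) in PC9 and 38.6 ± 0.181 (SD, n = 2) in PC9OR cells, with an adjusted p of 0.00392 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The genes with an adjusted p above 0.05 were *REX1BD*, at 0.0592, and *TMEM160*, at 0.0615 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the offsets for length and GC content, 10 of the 23 genes were more than 2-fold higher.

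**Figure D2:**
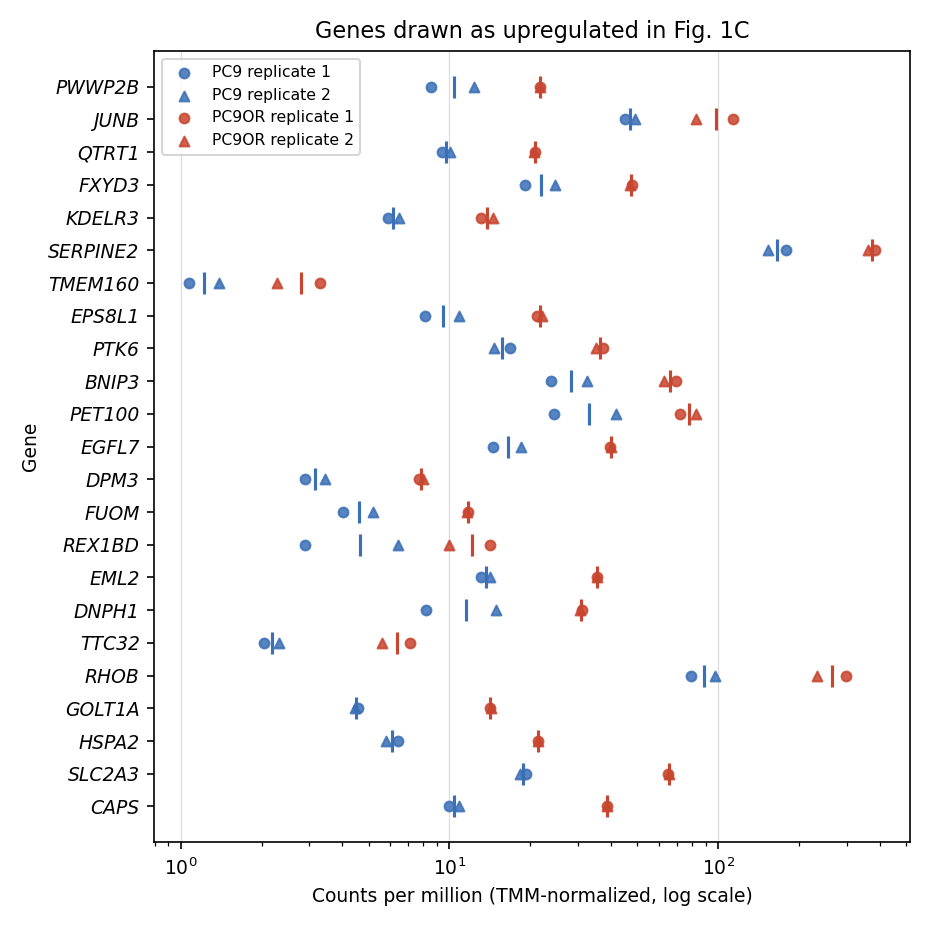
TMM-normalized counts (CPM, log scale) of the 23 genes drawn as upregulated in Fig. 1C, in 2 replicates each of PC9 and PC9OR cells, with a bar at each mean. Genes run from the largest log2 fold change, *CAPS* at the bottom, to the smallest, *PWWP2B* at the top, and both PC9OR replicates lie above both PC9 replicates for all 23 genes.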

After that, we overlapped these tow differential expressed gene sets and found 23 upregulated genes, among which *EGFL7* ranked first (Fig. 1C). In addition, we found a dataset showing that *EGFL7* was significantly elevated upon EGFR inhibition in PC9 tolerant cells rather than PC9 parental cells compared with vehicles (Fig. 1D) [12].

**Fig. 1:**
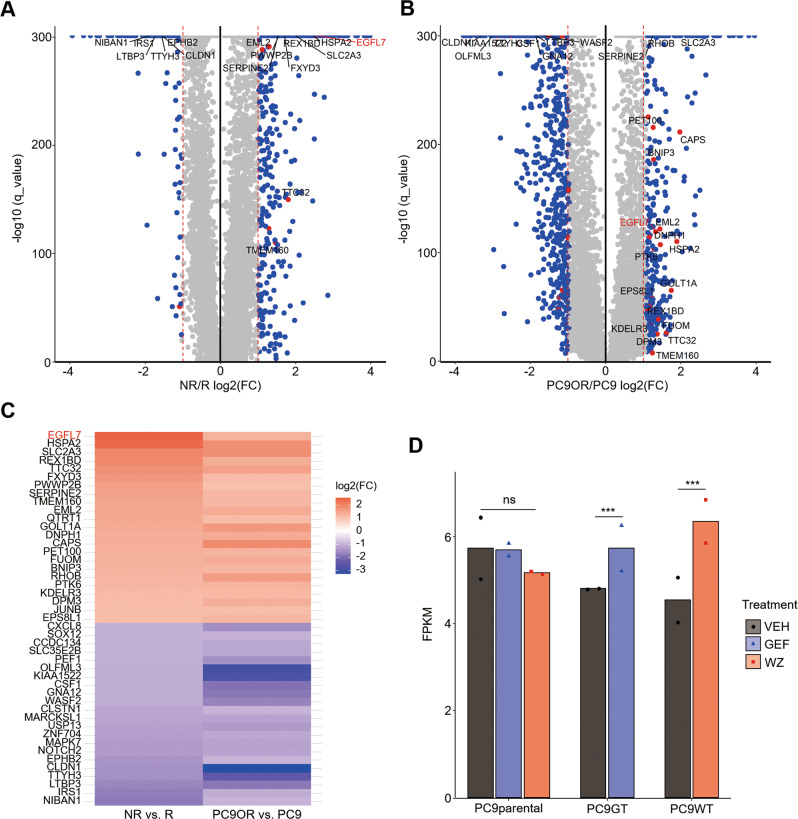
EGFL7 correlates to EGFR inhibitors resistance in cancer. **A** Volcano plot representing differential expressed genes between non-responders (NR) and responders (R) to EGFR inhibitors (data from TCGA database). **B** Volcano plot representing differential expressed genes between PC9OR cells and PC9 cells. Common genes in **A** and **B** are represented as red dots. **C** Heat map showing relative abundance of common differential expressed genes in **A** and **B**. **D** Expression of *EGFL7* transcripts in PC9 cells (PC9parental), gefitinib-derived PC9 tolerant cells and WZ4002-derived PC9 tolerant cells upon vehicle, EGFR inhibitor gefitinib (GEF) or EGFR inhibitor WZ4002 (WZ) treatment (GSE75602). Data are shown as mean values of two replicates. *p* values are calculated by DEG package in R (see method). (ns, *p* > 0.05; ***p < 0.001).

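All 22 genes drawn as downregulated in Fig. 1C were more than 2-fold lower in PC9OR than in PC9 cells, and both PC9OR replicates were below both PC9 replicates for all 22. Of them, 21 had an adjusted p under 0.05 over all genes tested, 22 had an unadjusted p under 0.05, and 0 reached an adjusted p under 0.001. Their log2 fold changes ran from -1.01 for *NIBAN1* to -3.29 for *CLDN1*. The expression of *CLDN1* was 125 ± 18.3 CPM (SD, n = 2) in PC9 and 12.7 ± 0.892 (SD, n = 2) in PC9OR cells, with an adjusted p of 0.00249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *NOTCH2* fell by 1.25 on the log2 scale (standard error 0.162, adjusted p = 0.00871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the offsets for length and GC content it fell by 0.21. The gene with an adjusted p above 0.05 was *SOX12*, at 0.0558 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 22 genes had a median transcript length of 4615 bases, against 1589 bases for the 23 genes drawn as upregulated (two-sided permutation test on log2 length, p = 1e-05, the smallest that 100000 permutations can give). With the offsets, 13 of the 22 genes were more than 2-fold lower, and *EPHB2*, which fell by 1.01 without them, had a log2 fold change of 0.12. The paper overlaps these genes with the genes that differ between non-responders and responders (Fig. 1C), and its legend states that *EGFL7* correlates to resistance to EGFR inhibitors.

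**Figure D3:**
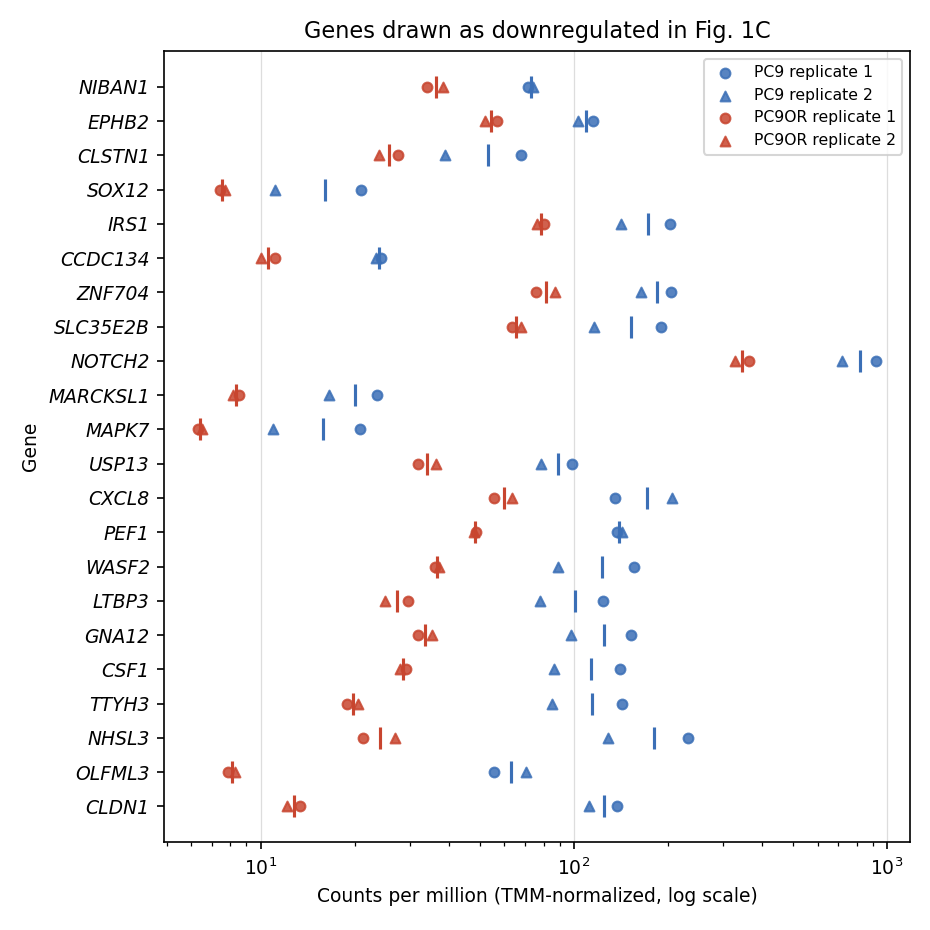
TMM-normalized counts (CPM, log scale) of the 22 genes drawn as downregulated in Fig. 1C, in 2 replicates each of PC9 and PC9OR cells, with a bar at each mean. Genes run from the largest decrease, *CLDN1* at the bottom, to the smallest, *NIBAN1* at the top; *NHSL3* is the current symbol of *KIAA1522*.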

To valid the role of EGFL7 in resistance to EGFR inhibitors, we first knocked down its expression in PC9OR cells by two specific siRNAs (si-EGFL7-1 and si-EGFL7-2), and found that EGFL7 knockdown increased cellular response to EGFR inhibitor osimertinib compared with the control (Fig. 2A), as measured by 15% and 25% decrease in area under curve (AUC). To exclude possible off-target effect [34], we further confirmed this effect (Fig. 2B) using shRNA specifically targeting EGFL7. Moreover, EGFL7 knockdown caused a higher proportion of PC9OR cells arrested in G_0_/G_1_ phase upon osimertinib treatment relative to the control, while did not change cell cycle distribution in untreated cells (Fig. 2C). Correspondingly, ectopic expression of EGFL7 led 4% increase in AUC (Supplementary Fig. S1A) and a lower proportion of G_0_/G_1_ cell cycle-arrested PC9OR cells (Supplementary Fig. S1B). Next, we established the xenograft tumor model by subcutaneously injecting EGFL7-knockdown PC9OR cells and control cells into the armpit of nude mice, and found that knockdown of EGFL7 resulted in a slower growth rate of xenograft tumors when mice were treated with osimertinib, as measured by tumor volume (Fig. 2D), tumor weight (Fig. 2E) and the levels of proliferative marker Ki67 (Fig. 2F). These results, taken together, indicate that EGFL7 may function in resistance to EGFR inhibitors.

**Fig. 2:**
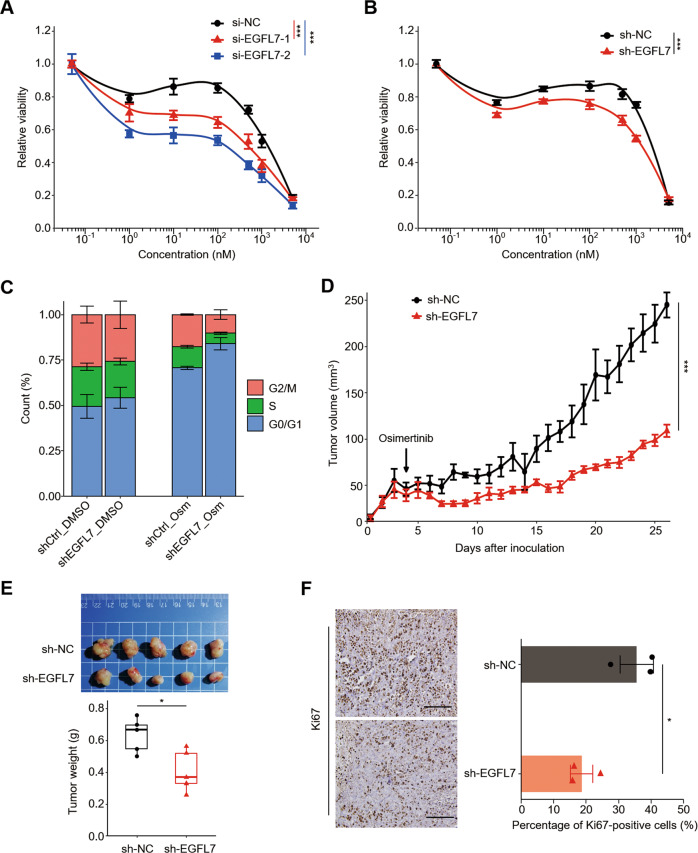
EGFL7 promotes resistance to EGFR inhibitors in acquired resistance phase. Survival curve of osimertinib-resistant PC9 (PC9OR) cells with the indicated si-RNAs (**A**) or sh-RNAs (**B**) in different concentration of osimertinib treatment for 72 h. Data present as average of four identically wells of percentage of surviving cells to 6 wells of vehicle-treated control. **C** Cell cycle distribution of PC9OR cells with the indicated sh-RNAs treated with 2 µM osimertinib or vehicle. Data present as mean ± standard deviation (SD) of three biological replicates. **D** Growth curves of tumor xenografts derived from EGFL7-knockdown PC9OR cells or control cells treated with 3 mg/kg Osimertinib. **E** Images of the indicated xenograft tumors (upper panel) and statistical analysis of tumor weight (lower panel). **F** Left panel showing the representative images of Ki67 staining in the indicated xenograft tumors, and right panel showing statistical analysis of the percentage of Ki67 positive cells. Scale bar: 200 µm. The data in right panel (**F**) are average value of three biological replicates. The data in **E** are average value of five biological replicates. The median line in **E** represents median values. The top and bottom of box in **E** are 25th and 75th percentiles. Data in **A**, **B**, **D**–**F** are shown as mean ± standard error of the mean (SEM). *p* values in **A**, **B**, **D** are calculated by two way ANNOVA. *p* values in **E** and **F** are calculated by unpaired two-tailed Student’s *t t*est (*p < 0.05; ***p < 0.001).

### *EGFL7* is a late response gene to EGFR kinase inhibition

Based on the hypothesis that acquired resistance is a result of dynamic processes from naive status, we next explored the role of EGFL7 in early phase. As shown in Supplementary Fig. S1C, knocking down EGFL7 in PC9 cells decreased AUC by 2% when exposed to different concentration of osimertinib compared with the control. More importantly, the proportion of resident cells under high concentration of osimertinib was lower in EGFL7-knockdown cells compared with control cells. Conversely, ectopic expression of EGFL7 slightly increased the proportion of PC9 resident cells compared with the control although their difference was not statistically significant (Supplementary Fig. S1D). To further determine the role of EGFL7 in the transition of parental cells to persistent cells, we treated EGFL7-knockdown PC9 cells and control cells with 1 μM osimertinib for 9 days, and found that EGFL7 knockdown significantly reduced the proportion of persister cells compared with the control (Fig. 3A).

**Fig. 3:**
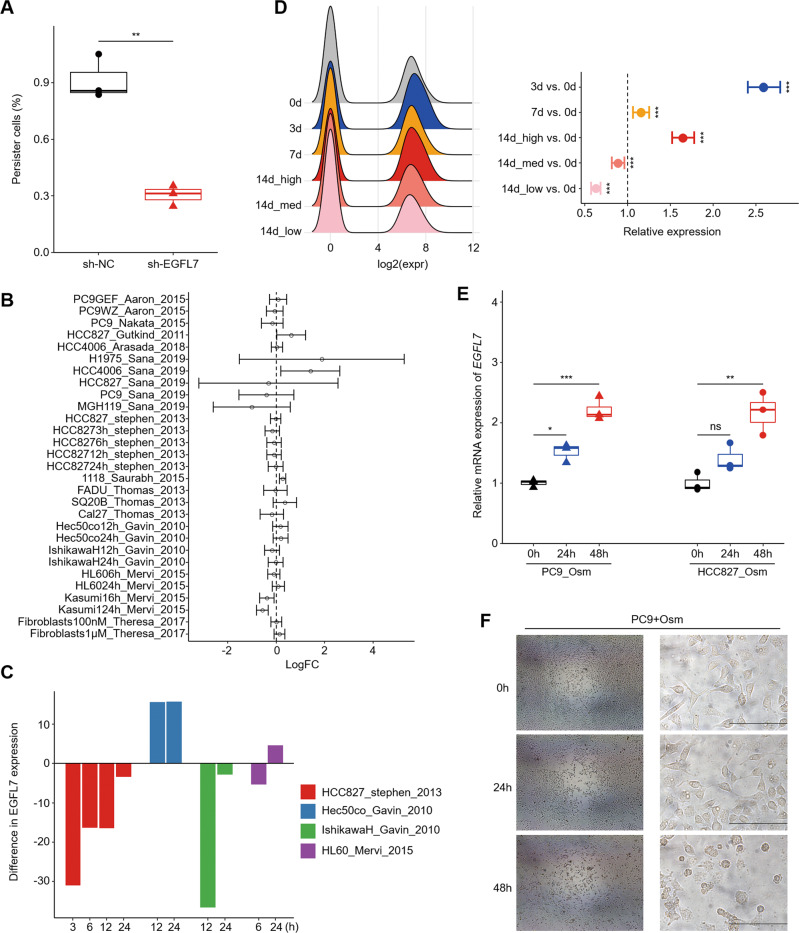
Validation of EGFL7 as a late response gene to EGFR kinase inhibition. **A** The proportion of PC9 cells remained after a 9-day osimertinib treatment to seeding number. The median line represents median values. The top and bottom of box are 25th and 75th percentiles. **B** Relative expression of *EGFL7* in cancer cells treated with EGFR inhibitors to the control in indicated studies. Dashed line presents no change (fold change equal to 1). Point and error bars present mean value and 95% confidence interval (see methods). **C** Difference in *EGFL7* expression upon different treatment duration of EGFR inhibitors in the indicated datasets from **B**. **D** Relative *EGFL7* expression in groups of PC9 single cells (GSE150949, see methods). Dashed line presenting no change (fold change equal to 1) in right panel. **E** Relative *EGFL7* expression in PC9 and HCC827 cells treated with osimertinib for the indicated time duration. Point and error bars present mean value and 95% confidence interval in **D** and mean ± standard error of the mean (SEM) in **E**. *p* values are calculated by MAST package (**D**). **F** Representative light microscopic images of PC9 upon different osimertinib treatment duration. Scale bar: 200 µm. *p* values are calculated by two-tailed Student’s *t* test (ns, *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001) otherwise specified.

It is the key to understand cell signaling and genetic regulatory pathways involved in human diseases or clinical manifestations by determining how cells respond to perturbing agents. We thus searched Gene Expression Omnibus (GEO) repository to support EGFL7 as a responsive gene to EGFR inhibitors. Although the datasets showed inconsistent results (Fig. 3B), we noticed that the expression of *EGFL7* increased with treatment duration in most situations (Fig. 3C). This was supported by the data showing that *EGFL7* was significantly upregulated in drug-tolerant cells when exposed to EGFR inhibitors (Fig. 1D). Similarly, a recent study profiled the expression of PC9 persister cells by single-cell RNA sequencing, at four time points (days 0, 3, 7 and 14) during osimertinib treatment. While, on day 14, persister cells were divided into three subsets: cycling (14d_low), moderately cycling (14d_med) and non-cycling (14d_high) persisters [31]. The results showed that *EGFL7* expression was significantly elevated upon osimertinib treatment at days 3, 7 and 14 (only main subset) compared with day 0 (Fig. 3D). Intriguingly, the rare subsets (14d_low and 14d_med), regarded as subsets somehow insensitive to drug treatment, failed to show an increased expression of *EGFL7*. Based on these findings, we speculate that *EGFL7* may be a late response gene to EGFR kinase inhibition. As supported, our data showed that *EGFL7* expression was higher in PC9 and HCC827 cells treated with osimertinib for 48 h than those with a 24-h treatment (Fig. 3E). Notably, PC9 cells seemed intact until treatment duration was up to about 36–48 h (Fig. 3F), indicating genes that were regulated in this period were more probable to help the survive of cancer cells upon drug treatment. These results, taken together, support the above conclusion.

### Depression of nonsense-mediated mRNA decay (NMD) causes the late response of EGFL7 to EGFR inhibitors

Considering turnover rates of mRNAs [35] and proteins [36], we speculate that the late response of EGFL7 should be indirectly regulated by EGFR kinase inhibition. To determine the underlying indirect mechanism, we first analyzed transcription factors whose expression was not altered in PC9 parental cells treated with osimertinib for 24 h, but differentially expressed in PC9 persister cells treated with osimertinib for 24 h, and found 37 candidate genes (Supplementary Fig. S2). We then filtered these genes by motif prediction provided in Eukaryotic Promoter Database [37] and conservative IDR peaks in *EGFL7* promoter from Encyclopedia of DNA Elements [38] or other published chromatin immunoprecipitation sequencing datasets, and eventually identified *GLIS2* as a target gene. However, further searching in Gene References Into Functions implied that GLIS2 generally functioned as repressors, thus it is unlikely to upregulate EGFL7.

We next attempted to identify the factors that affect mRNA decay. 

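In the GENCODE annotation lifted to GRCh37, *EGFL7* has 7 transcripts, 5 annotated as protein-coding and 2 without a defined coding sequence, and 4 of the 7 carry the full reading frame of 273 codons. The canonical transcript has 11 exons and 1759 bases. Its start codon is in exon 4, at position 139562735 of chromosome 9, in the context GCACAGGCCATGAGG, and the last coding codon ends at 139566735. In 3 of the 7 transcripts, an upstream ATG stands in a strong context, with a purine before it and a G after it at the positions that the Kozak sequence gives. The upstream ATG of the canonical transcript, at 139557531 in the context GCGGCCACCATGGCC, opens a frame of 26 codons that ends before the start codon. In another transcript the same ATG opens a frame of 83 codons that overlaps the coding sequence. An antisense lncRNA from 139542324 to 139554909 overlaps the 5' end of the gene, *MIR126* lies within it from 139565054 to 139565138, and *AGPAT2*, on the opposite strand, has its 3' end 465 bases beyond that of *EGFL7*. The files for PC9 and PC9OR cells count *EGFL7* on 2 RefSeq transcripts, both coding, so their values do not separate coding from non-coding transcripts. Of the genes in those files, 1751 are counted on non-coding transcripts and 0 list both kinds.

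**Figure D4:**
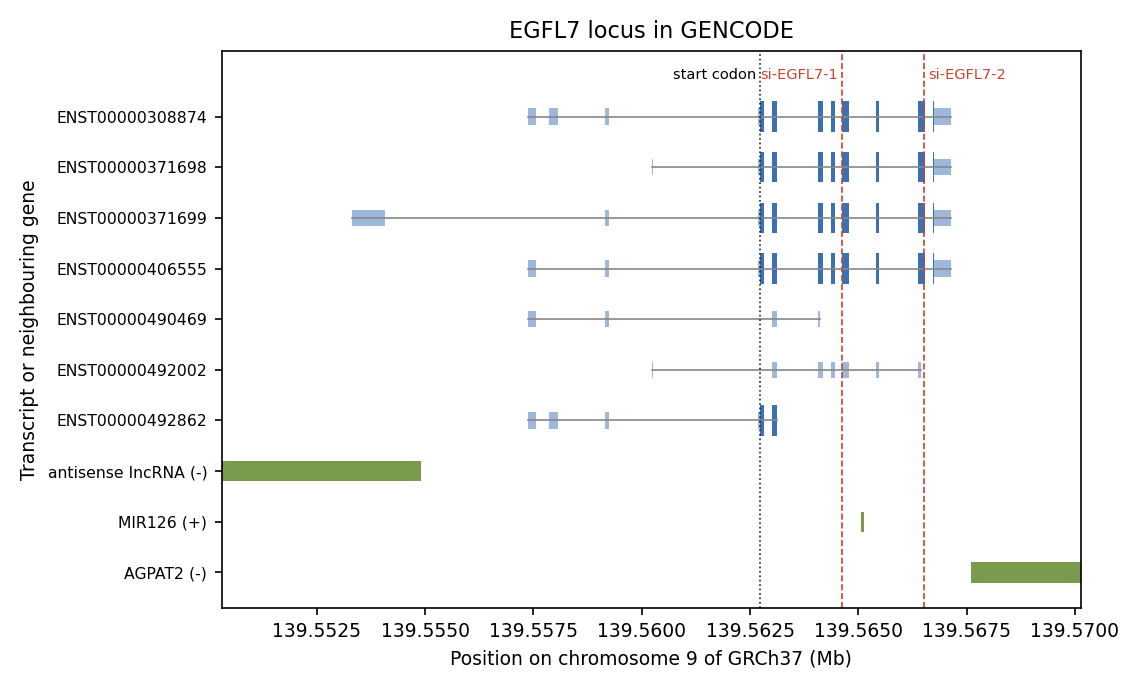
Map of the *EGFL7* locus on chromosome 9 of GRCh37 (Mb), with the 7 GENCODE transcripts (dark boxes coding, light boxes other exons), the neighbouring genes, the start codon (dotted line) and the targets of both siRNAs (dashed lines). Both targets lie downstream of the start codon at 139562735, within coding exons.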

Notably, EGFL7 has five transcripts in well-annotated NCBI RefSeq database (Fig. 4A), among which three transcripts are annotated as non-coding due to the presence of an upstream ORF that renders those transcripts candidates for NMD pathway, which degrades select mRNAs with translation termination codons positioned in suboptimal contexts [39]. Intriguingly, we detected the same ORF encoding EGFL7 protein in these transcripts using ORFfinder provided by NCBI with default settings (Fig. 4B), indicating that they have the potential to be translated if not decayed via NMD pathway. We speculate that these rapid decayed non-coding transcripts serves a reservoir of EGFL7. To prove this, we first obtained orthologous EGFL7 sequences from NCBI HomoloGene database and aligned these 10 genes using MEGA [40]. The results showed that upstream translation initiation site (TIS) with strong Kozak sequence was conserved among Catarrhini parvorder, while primary TIS was conserved among Boreoeutheria clade (Fig. 4C), suggesting the physiological function of seemingly wasted events.

**Fig. 4:**
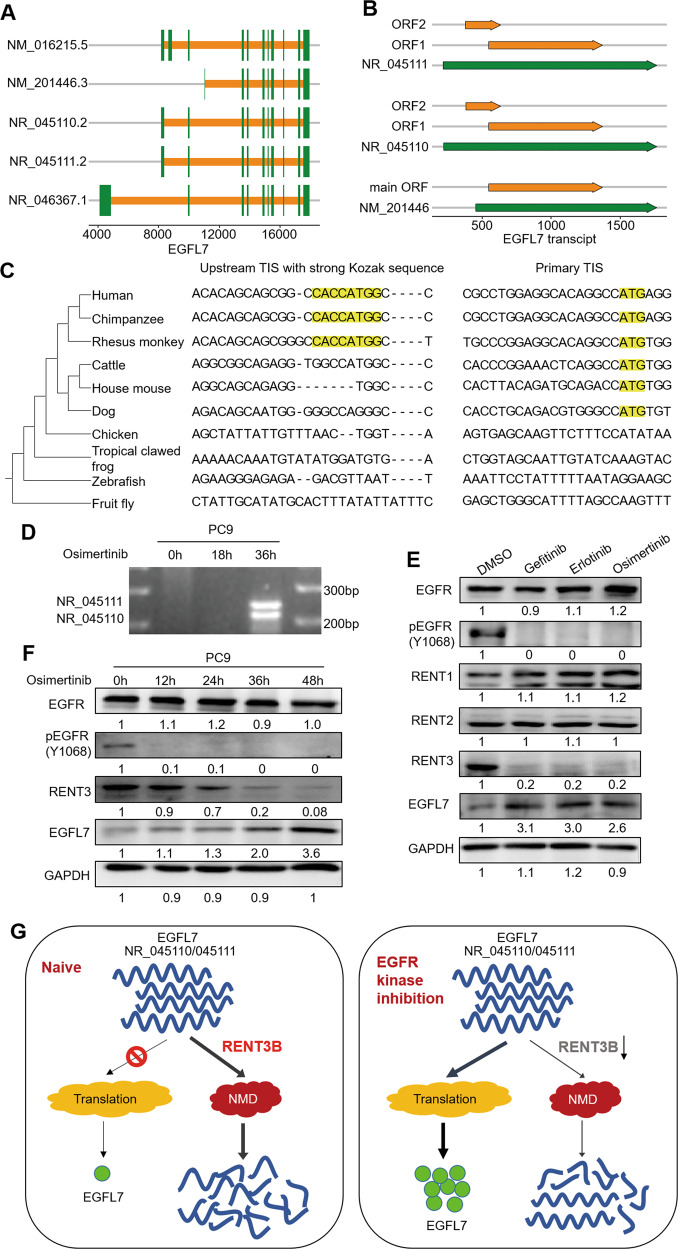
Long-term inhibition of EGFR kinase leads to decreased decay of *EGFL7* transcripts. **A**, **B** Schematic of *EGFL7* transcripts and open reading frames (ORF) in certain transcripts. **C** Two small alignment regions corresponding to two translation initiation sites (TISs) of *EGFL7* in ten species. The evolutionary tree obtained from NCBI Taxonomy database is presented on the left. **D** The electrophoresis presenting specific *EGFL7* transcript in PC9 cells treated with osimertinib for the indicated time points. **E** Western blot analysis showing the levels of EGFR, pEGFR, RNET1, RNET2, RNET3 and EGFL7 in response to the indicated EGFR kinase inhibitors. **F** Western blot analysis showing the level of EGFR, pEGFR, RNET3 and EGFL7 in PC9 cells treated with osimertinib for the indicated time points. GAPDH was used as a loading control. **G** Schematic of declined decay of *EGFL7* transcripts in response to EGFR kinase inhibition.

We attempted to distinguish EGFL7 main transcript (NM_201446) and other transcripts (NM_016215, NR_45110 and NR_45111) by designing specific primers. The results showed that NR_45110 and NR_45111 exited only in PC9 cells with a 36-h osimertinib treatment (Fig. 4D). We then analyzed the expression of three core proteins (RENT1, RENT2 and RENT3) of NMD pathway in PC9 cells, and found only RENT3 was obviously downregulated when exposed to osimertinib compared with the control (Fig. 4E). Also, we measured the expression of RENT3 at five time points (0, 12, 24, 36 and 48 h) during osimertinib treatment, and found that the expression pattern of RENT3 was highly consistent with the dynamics of *EGFL7* transcripts and proteins (Fig. 4F). Besides, a previous study has implied that alternative TIS selection is a widespread phenomenon and that TIS used by one transcript can change in response to some stimulus [41]. Collectively, our data indicate that the late response of EGFL7 to EGFR kinase inhibition is at least partly caused by decreased decay of some isoforms of EGFL7 (Fig. 4G).

### EGFL7 buffers EGFR kinase inhibition by activating NOTCH signaling

We sought to determine the mechanism underlying the buffer effect of EGFL7 on EGFR inhibitors. Considering that EGFL7 is recognized as a secretory protein but its vascular tubulogenesis function requires its vicinity of endothelial cells [42], we mixed naive PC9 cells and GFP-labeled EGFL7-knockdown PC9 cells (PC9_sh-EGFL7) or control cells (PC9_sh-NC) in either evenly distributed pattern or clumps and then exposed them to 1 μM osimertinib for 48 h (Fig. 5A). The results showed that the fraction of EGFL7-knockdown PC9 cells in clumps and evenly distributed pattern declined by about 40% and 22% as measured by flow cytometry when exposed to osimertinib compared with the control (DMSO), respectively (Fig. 5B, C). That is, GFP-labeled EGFL7-knockdown PC9 cells (PC9_sh-EGFL7) showed less relative fitness in clumps compared with those in evenly distributed pattern when exposed to osimertinib. On the contrary, the relative fitness of GFP-labeled control cells (PC9_sh-NC) was similar in above situations (Fig. 5B, C). These data, taken together, suggest that EGFL7 buffers EGFR kinase inhibition probably through interacting with extracellular proteins.

**Fig. 5:**
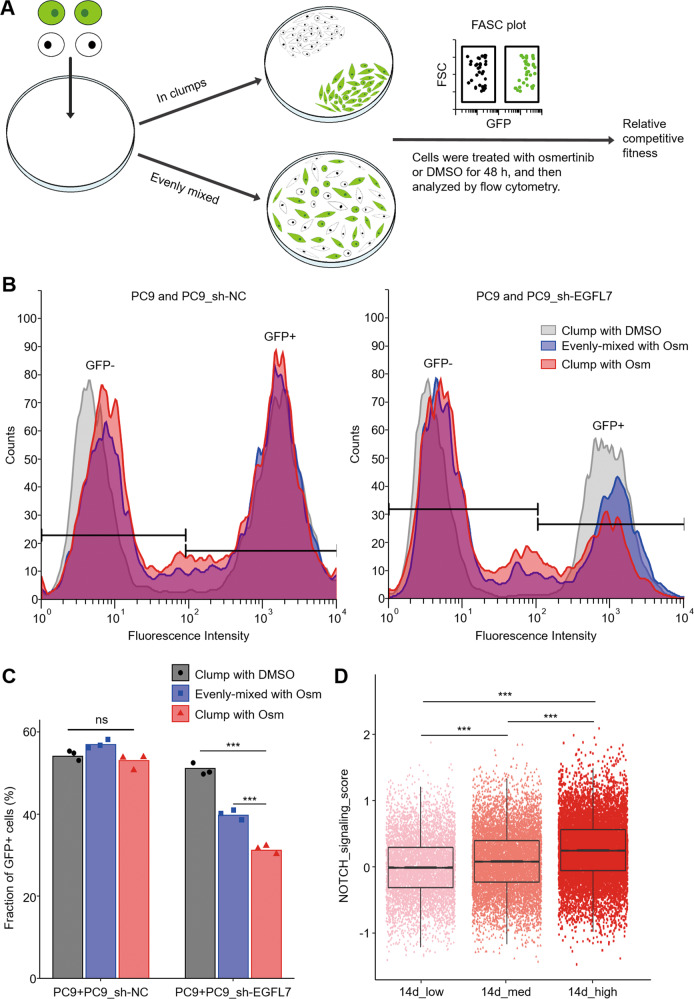
EGFL7 activates NOTCH signaling extracellularly. **A** Schematic of experimental workflow for cell competition assay to access the relative fitness in osimertinib (Osm) exposure. **B** FACS plot presenting cell number across different fluorescence intensity in the mixture of PC9 cells and EGFL7-knockdown PC9 cells (right panel) or control cells (PC9_ sh-NC, left panel). **C** Bar plot presenting the statistic results from **B**. **D** Boxplot presenting NOTCH signaling scores in low, medium and high mCherry expression PC9 subgroups with a 14-day osimertinib treatment (GSE150949, *N* = 26,990, see methods). FACS indicates fluorescent-activated cell sorting. *p* values are calculated by one-way ANNOVA with Tukey multiple comparisons (ns, *p* > 0.05; ***p < 0.001).

We nest searched the interactome of EGFL7 in HuRI [43] and BioGRID [44] databases, and got 9 and 74 interactors (Supplementary Tables S5 and 6). Among them, considering their subcellular localizations, only notch receptor 1(NOTCH1) may induce the buffer effect of EGFL7 on EGFR kinase inhibition. In addition, a previous study revealed a positive correlation between the expression of *EGFL7* and the activation of NOTCH signaling pathway in subsets from a 14-day osimertinib treated PC9 persister cells when most cells formed clones with distinct ECM (Fig. 5D) [31]. Besides, another study has indicated that EGFL7 interacts with extracellular domain of NOTCH1 receptor [45]. Thus, we speculate that EGFL7 may activate NOTCH signaling pathway, thereby contributing to its buffer effect on EGFR kinase inhibition. To validate this, we first determined the temporal pattern of NOTCH signaling in PC9 cells exposed to osimertinib by western blot analysis. It is well known that the activation of Notch1 receptor requires two proteolytic cleavage events [46]. However, osimertinib treatment seemed to uncouple these two processes. As shown in Fig. 6A, the product of first proteolytic cleavage events, named transmembrane/intracellular region(NTM), increased in first 24 h, and then declined in response to osimertinib, whereas the final products, named the intracellular domain (NCID) that is the region that actives downstream signaling, began increasing at about 36 h after osimertinib treatment, which was consistent with the pattern of EGFL7. Thus, we hypothesized that early increase of NTM region was caused by other factors, while the late increase of EGFL7 led to the late increase of NCID and NOTCH signaling activation. To support this, we compared NOTCH signaling between EGFL7-knockdown PC9 cells and control cells, and found that knockdown of EGFL7 partially blocked its late response, accelerated the decline of Notch NTM regions and suppressed NOTCH signaling as measured by NCID compared with the control (Fig. 6B). Meanwhile, knockdown of EGFL7 downregulated the expression of c-Myc, an effector tightly regulated by NOTCH signaling [47], compared with the control (Fig. 6B). Besides, our data showed that inhibition of NOTCH signaling pathway by dibenzazepine (DBZ) enhanced the antitumor effect of osimertinib in PC9 cells, mimicking the effect of EGFL7 knockdown on EGFR inhibitors (Fig. 6C). Altogether, these data further support our hypothesis.

**Fig. 6:**
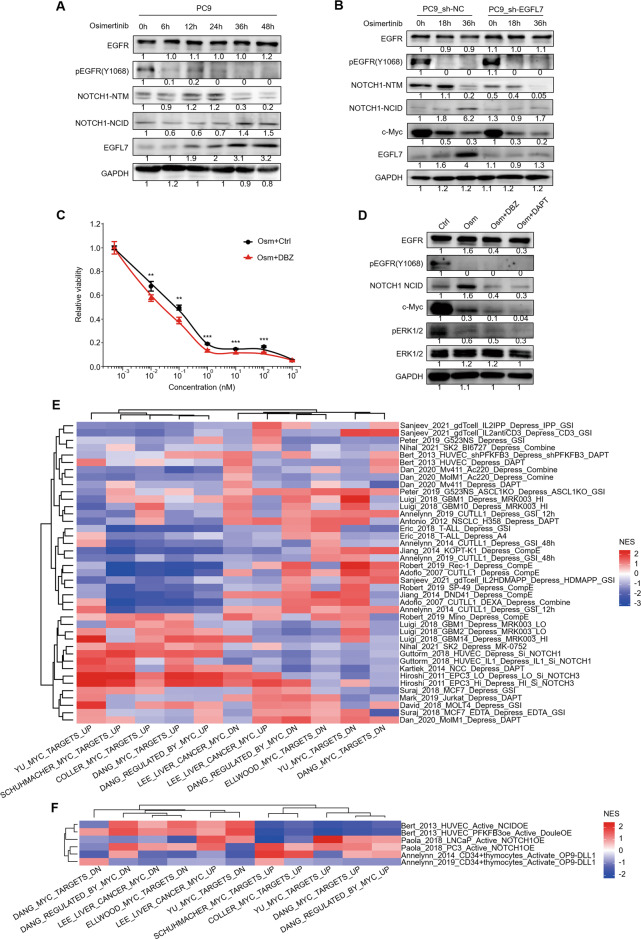
EGFL7-mediated activation of NOTCH signaling buffers EGFR kinase inhibition. **A** Western bolt analysis showing the levels of EGFR, pEGFR, the first cleaved product (NTM) and active form (NCID) of NOTCH1 as well as EGFL7 in PC9 cells treated with 1 µM osimertinib (Osm) for the indicated time points. **B** Western bolt analysis showing the levels of EGFR, pEGFR, NOTCH1-NTM, NOTCH1-NCID, c-Myc and EGFL7 in EGFL7-knockdown PC9 cells and control cells treated with 1 µM osimertinib (Osm) for the indicated time points. GAPDH was used as a loading control. **C** Survival curves of PC9 cells treated with a combination of different concentrations of osimertinib (Osm) and vehicle control (DMSO) or NOTCH signaling inhibitor dibenzazepine (DBZ) for 72 h. Data present as average of four identically wells of percentage of surviving cells to vehicle-treated control. **D** Western blot analysis showing the levels of change of EGFR, pEGFR, NOTCH1-NCID, c-Myc, pERK and ERK1/2 in PC9 cells treated with the indicated treatments. GAPDH was used as a loading control. **E**, **F** Heat maps presenting the normalized enrichment score of the indicated gene sets in the indicated experiments when the NOTCH signaling was activated or repressed (see methods). Data are shown as mean ± SEM. *p* values are calculated by unpaired two-tailed Student’s *t* test (**p < 0.01; ***p < 0.001).

The above results showed that knockdown of EGFL7 repressed NOTCH signaling and the expression of its downstream effector c-Myc, suggesting the positive regulatory effect of NOTCH signaling on c-Myc. This was also supported by our data showing that combined treatment of osimertinib and NOTCH inhibitor DBZ or DAPT (N-[N-(3, 5-difluorophenacetyl)-l-alanyl]-s-phenylglycinet-butyl ester) decreased the expression of c-Myc compared with osimertinib treatment alone (Fig. 6D). While combined treatment of osimertinib and DBZ or DAPT did not show further inhibitory effect on the phosphorylation of ERK (Fig. 6D). These results provide strong evidence to support the positive regulatory effect of NOTCH cascade on c-Myc. This was not consistent with a previous study indicating that NOTCH signaling suppresses the expression of c-Myc and its downstream targets during the formation of arteries [47]. To address this contradiction, we searched GEO database and extracted all published data of manipulating NOTCH signaling. Next, we performed Gene set enrichment analysis(GSEA) with Myc-related gene sets from MSigDB [29], and demonstrated the two-faced regulatory effect of NOTCH signaling on c-Myc expression (Fig. 6E, F), which was consistent with the above contradictory results. Based on the above results, we conclude that EGFL7 buffers antitumor effect of EGFR inhibitors by activating NOTCH signaling and upregulating c-Myc.

### Blocking EGFL7/NOTCH signaling pathway improves the antitumor efficacy of EGFR inhibitors in irreversible resistant phase

We validated the above mechanism in osimertinib-resistant PC9OR cells. The results showed that, although PC9OR cells lacked the decline phase of Notch1 NTM regions (Fig. 7A), knockdown of EGFL7 similarly blocked the increase of Notch1 NTM and NCID regions compared with the control, thereby accelerating the decline of c-Myc (Fig. 7B). Consistently, the pharmaceutical inhibition of NOTCH signaling by DBZ significantly increased the response of PC9OR cells to EGFR inhibitor osimertinib compared with the control, as measured by 26% decrease in the AUC (Fig. 7C). Similarly, DBZ administration rendered PC9OR cell-derived xenograft tumors more sensitive to osimertinib therapy, compared with the control, as measured by tumor growth rate (Fig. 7D), tumor weight (Fig. 7E) and the levels of proliferative marker Ki67 (Fig. 7F). These data further support that EGFL7/NOTCH signaling drives resistance to EGFR kinase inhibition.

**Fig. 7:**
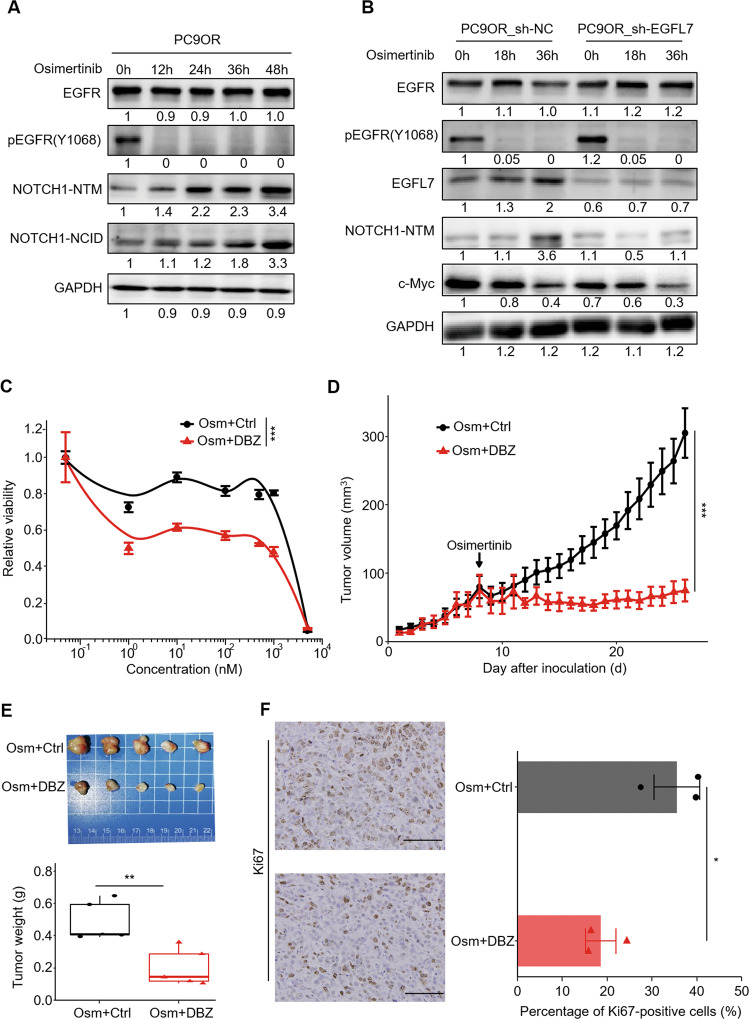
EGFL7/NOTCH signaling pathway promotes resistance to EGFR inhibitors in irreversible resistant phase. **A** Western bolt analysis showing the levels of EGFR, pEGFR, NOTCH1-NTM and NOTCH1-NCID in PC9OR cells treated with 2 µM osimertinib (Osm) for the indicated time points. **B** Western bolt analysis showing the levels of EGFR, pEGFR, EGFL7, NOTCH1-NTM and c-Myc in EGFL7-knockdown PC9OR cells and control cells treated with 2 µM osimertinib (Osm) for the indicated time points. GAPDH was set as a loading control. **C** Survival curves of PC9OR cells treated with a combination of different concentrations of osimertinib (Osm) and vehicle control (DMSO) or NOTCH signaling inhibitor dibenzazepine (DBZ) for 72 h. Data present as average of four identically wells of percentage of surviving cells to vehicle-treated control. **D** Growth curves of tumor xenografts derived from PC9OR cells treated with a combination of 3 mg/kg osimertinib (Osm) and 1 mg/kg DBZ or vehicle control (DMSO). **E** Images of xenograft tumors with the indicated treatments (upper panel) and statistical analysis of tumor weight (lower panel). **F** Left panel showing the representative images of Ki67 staining in xenograft tumors with the indicated treatments, and right panel showing statistical analysis of the percentage of Ki67 positive cells. Scale bar: 100 µm. The data in **E** are average value of five biological replicates. The median line in **E** represents median value. The top and bottom of box in **E** are 25th and 75th percentiles. The data in left panel (**F**) show the representative images of three biological replicates, and the data in right panel (**F**) show the average of three biological replicates. Data are shown as mean ± SEM. *p* values in **C**, **D** are calculated by two way ANNOVA, while *p* values in **E**, **F** are calculated by unpaired two-tailed Student’s *t* test (*p < 0.05; **p < 0.01; ***p < 0.001).

## Discussion

Our analysis implicates a cell-autonomous model of entry into a drug-tolerant state which has been regarded as the origins of subsequent resistant states, and this process is driven by EGFL7 (Fig. 8). In this model, we arbitrarily divide the response of sensitive cancer cells to EGFR kinase inhibition into three phases. In early phase, EGFR kinase inhibition only affects a relatively small part of cancer cells and keeps other parts including pathways related with death intact. Thus, cancer cells remain in almost normal state with little decrease in cell vigor until a tipping point comes. In second phase, the influence of EGFR kinase inhibition extends to almost the whole cancer cell system, leading to distorted biological processes and eventually inducing cell death. Phenotypically, the vigor of cancer cell plunges and cancer cells are decimated. However, as any stable system, inhibition of EGFR also elicits some processes buffering its killing effect simultaneously. Here, the responsive increase of EGFL7 decelerates the decrease of c-Myc by activating NOTCH signaling, thereby promoting a higher proportion of cells entering the next phase. During third phase, the activated EGFL7/NOTCH signaling maintains low level of c-Myc expression and gradually counters killing effect of EGFR kinase inhibition, and cancer cells are transitioning to drug-tolerant persister cells. Ultimately, a small but relatively consistent proportion of sensitive cells transform into persister cells, while knockdown of EGFL7 disturbs the process, thereby causing a significant decrease in proportion of surviving cells.

**Fig. 8:**
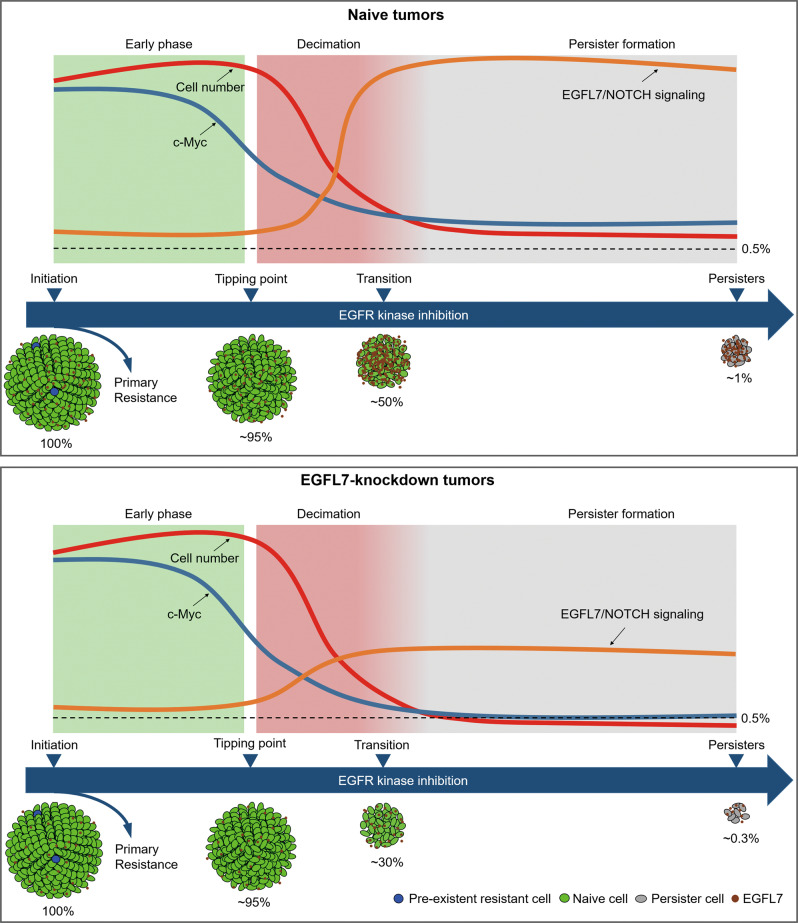
A model for the transition from sensitive cells to persister cells during EGFR kinase inhibition. The cartoon depicts dynamic process as EGFR kinase inhibition elongates. Phenotypically, cells first remain nearly normal then experience rapid number decline and finally a small fraction transform into persister cells. Accordingly, the activity of EGFL7/NOTCH signaling is low in the first stage, increasing during the decimation phase and maintain high since then, decelerating the decline of c-Myc and ultimately contributing to the formation persister cells. Knockdown of EGFL7 largely disturbs this process and results in a lower fraction of persister cells.

EGFL7 has the traits of early onset and rendering a relative small selective advantage during tumor’s evolution to drug resistance, which is similar with those driver genes identified in tumorigenesis have [48]. Thus, we define EGFL7 as a driver gene for resistance to EGFR inhibitors. On the contrary to tumorigenesis, the evolution to resistance identified here somehow mimics cell differentiation during which cells tune their function from proliferation to facilitate differentiation [49], supporting that drug-tolerant state is a transform of naive state rather than a selection of previous existent state. Similarly, the treatment of MAPK inhibitors has also been linked with differentiation [50]. This will complement the model of acquired resistance and may benefit targeted therapy.

The early phase of acquired resistance fits well with perturbation experiments, which is a dynamic system with several distinct traits. First, responses to perturbation are divided into two opposite categories. One leads to different forms of cell death, while the other counters the effect of perturbation. Of note, these two categories happen simultaneously. Thus, in sensitive situation where most population is going to death, the top responsive genes, often defined as differentiated genes, may well fall in the first category. Second, most mechanisms are defined within thermodynamics. That is, we seldom consider the time cost by signal transduction, which may fit well with stable systems. However, the mechanism underlying in a dynamic system must take time cost as a prior. Finally, regulatory networks behind cell death are still not well understood. Although we have clarified signaling pathways behind main forms of cell death, the exception always exists [51]. Thus, the genes reflecting persister status should be confirmed in specific situations. Considering the above, we screened differentially expressed genes between naive and stable resistant status, confirmed with published data on EGFR kinase inhibition and took the use of turnover rates as criteria to identify underling molecular processes and selected c-Myc as a direct reflection of phenotype [52].

Our data show that the formation of persister cells to EGFR inhibitors is at least partly driven by the adaptive increase of EGFL7, and demonstrate that the adaptive upregulation of EGFL7 is regulated by the depressed NMD pathway. In naive status, the transcripts are rapidly decayed via NMD pathway, while stress somehow dampens NMD pathway, thus those transcripts entrance into translation system to help cell survive corresponding stress. Moreover, previous studies have demonstrated that alternative TISs are conserved in vertebrates [53, 54], and cells prefer alternative TISs under stress [41, 55, 56]. In addition, compared with depression mechanism of KEAP-NRF2 system, NMD-RNA system will consume much less energy [57]. Phenotypically, NMD has also been linked with stress response and differentiation [39]. These observations, taken together, imply the physiological importance of this mechanism in managing stress.

Our results implicate the existence of EGFL7/NOTCH/c-Myc signaling pathways. As supported, the direct interaction between EGFL7 and NOTCH1 has been validated by antibody array [58], in addition to interaction database. The EMI and EGF like domain, located in the C terminus of EGFL7, mediates this interaction [45]. Although their interaction leads to contradictory results [45, 59], this can be explained by the complexity of NOTCH signaling [46]. Another evidence is that the RGD domain of EGFL7 has been demonstrated to be a modulator of NOTCH signaling [60]. Additionally, the RGD domain of EGFL7 is important to angiogenesis [61] and EGFL7 has been linked to NOTCH and integrin signaling pathways besides cancers [62]. Besides, the relationship between NOTCH signaling and c-Myc seems more complex, further supporting the two-faced role of NOTCH signaling in different context. On one hand, NOTCH signaling is highly context-dependent [46]. Consistently, even HES1, a canonical downstream gene of NOTCH signaling, fails to be filtered out in Notch stimulation experiments by canonical Notch ligands [63]. On the other hand, several known regulatory factors fail to explain the suppression of c-Myc in treatment-persister cells [52]. These observations implicate that there exists at least two opposite pathways linking NOTCH signaling with the expression of c-Myc. Intriguingly, a recent study about synthetic biology has demonstrated that such paradoxical design can provide robust control [64]. These seemingly contradict results showed here, taken together, may be common design used by cells for intricate regulation.

In conclusion, the present study complements current model of acquired drug resistance which states cells first enter a reversible quiescent state, and then develop different mechanisms that help them thrive in the presence of drugs. Although current model echoes clinical observations of “drug holiday” and diverse resistant mechanism presented during clinical therapy [15], it falls short in guiding treatment without further details. For example, inhibition of c-Myc activity fails to increase the proportion of chemotherapy-induced persister cells which show decreased expression of c-Myc [52]. In contrast, depressing NOTCH signaling indicated by our analysis has been proved as an appealing method to tackle drug resistance in different in vitro models [65–67]. However, key nodes identified here fail to explain the metabolism change in early phase of resistance [31], suggesting that a complex picture need further studies.

## Supplementary information

Supplementary Materials

Original Data File

reproducibility checklist

## Data Availability

All processed bulk RNA-seq data have been deposited with the Gene Expression Omnibus under accession code GSE201549. Previously published transcriptomic data reanalyzed here are available with accession code listed in methods.

# Supplementary material for: EGFL7 drives the evolution of resistance to EGFR inhibitors in lung cancer by activating NOTCH signaling
**Source:** Cell Death Dis. 2022 Oct 29;13(10):910. doi: 10.1038/s41419-022-05354-y
**Supplement:** Supplementary file 1 — Supplementary Materials

**Supplementary Materials**

Supplementary Table S1. Sequence information of nucleotides used in this study

| Items | Sequences (5’-3’) |
| --- | --- |
| si-EGFL7-1 | GTGGATGAATGCAGTGCTA |
| si-EGFL7-2 | GCGAGCAGATTTCCTTCCT |
| sh-EGFL7 | GTGGATGAATGCAGTGCTA |

Supplementary Table S2. Gene sets used in GSEA^1^

| Gene set | Systematic Name | Source publication (PMID) |
| --- | --- | --- |
| COLLER_MYC_TARGETS_DN | M19620 | 10737792 |
| COLLER_MYC_TARGETS_UP | M5955 | 10737792 |
| DANG_MYC_TARGETS_DN | M17557 | 14519204 |
| DANG_MYC_TARGETS_UP | M6506 | 14519204 |
| DANG_REGULATED_BY_MYC_DN | M2310 | 14519204 |
| DANG_REGULATED_BY_MYC_UP | M18501 | 14519204 |
| ELLWOOD_MYC_TARGETS_DN | M6951 | 14522256 |
| ELLWOOD_MYC_TARGETS_UP | M2607 | 14522256 |
| LEE_LIVER_CANCER_MYC_DN | M18496 | 15565109 |
| LEE_LIVER_CANCER_MYC_UP | M2742 | 15565109 |
| SCHUHMACHER_MYC_TARGETS_DN | M969 | 11139609 |
| SCHUHMACHER_MYC_TARGETS_UP | M12243 | 11139609 |
| YU_MYC_TARGETS_DN | M3923 | 16382050 |
| YU_MYC_TARGETS_UP | M1249 | 16382050 |

^1^GSEA, Gene Set Enrichment Analysis

Supplementary Table S3. Antibodies used in this study

| Antibodies | Source | Identifiers |
| --- | --- | --- |
| Notch1 (C44H11) Rabbit mAb | Cell Signaling Technology | CAT#3268 |
| Cleaved Notch1 (Val1744) (D3B8) Rabbit mAb | Cell Signaling Technology | CAT#4147 |
| p44/42 MAPK (Erk1/2) (137F5) Rabbit | Cell Signaling Technology | CAT#4695 |
| Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) XP® Rabbit mAb | Cell Signaling Technology | CAT#4370 |
| EGF Receptor (D38B1) XP® Rabbit mAb | Cell Signaling Technology | CAT#4267 |
| Phospho-EGF Receptor (Tyr1068) (D7A5) XP® Rabbit mAb | Cell Signaling Technology | CAT#3777 |
| Recombinant Anti-c-Myc antibody [Y69] | Abcam | CAT#ab32072 |
| Recombinant Anti-EGFL7 antibody [EPR22603-113] | Abcam | CAT#ab256451 |
| Rabbit polyclonal Anti-GAPDH antibody | Abcam | CAT#ab8245 |
| Mouse Monoclonal Anti-RENT1 antibody | Santa Cruz Biotechnology | CAT#sc-393594 |
| Mouse Monoclonal Anti-RENT2 antibody | Santa Cruz Biotechnology | CAT#sc-374230 |
| Mouse Monoclonal Anti-RENT3 antibody | Santa Cruz Biotechnology | CAT#sc-398821; |

Supplementary Table S4. Patient information from TCGA database

| \| bcr_patient_barcode \| EGFR^1^ inhibitors received \| treatment_best_response \| Transcriptome file ID \| \| --- \| --- \| --- \| --- \| \| TCGA-05-4402 \| Erlotinib \| Complete Response \| 77c6e9b5-926e-4eec-be86-efc6627bda2f \| \| TCGA-05-5425 \| Gefitinib \| Clinical Progressive Disease \| 920d5952-c102-47c4-9675-6340de8afae5 \| \| TCGA-50-5055 \| Tarceva \| Clinical Progressive Disease \| 7353ad52-e10c-4712-a2b7-43d01ca1821c \| \| TCGA-53-7624 \| Erlotinib \| Clinical Progressive Disease \| 193ddc3f-b7fc-4f3a-a4e8-7e7e74734b7d \| \| TCGA-55-6982 \| Tarceva \| Clinical Progressive Disease \| ecd9091a-4d46-4a74-ada2-24c4b2e64526 \| \| TCGA-55-8513 \| Tarceva \| Clinical Progressive Disease \| 82b7b19d-162c-417e-b38b-d1ac77a4969d \| \| TCGA-64-5778 \| Tarceva \| Clinical Progressive Disease \| 2dcc20e1-8634-448b-823a-deb3fc038651 \| \| TCGA-73-4675 \| Tarceva \| Clinical Progressive Disease \| 11fa2ef9-728c-4e7d-a458-f781648c4064 \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

EGFR, epidermal growth factor receptor

Supplementary Table S5*.* Interactome of EGFL7^1^ in HuRI^2^ database

| Interactor A (gene symbol) | Interactor B (gene symol) |
| --- | --- |
| EGFL7 | MID2 |
| EGFL7 | HSD3B7 |
| EGFL7 | HOXA1 |
| EGFL7 | SPAG8 |
| EGFL7 | GNE |
| EGFL7 | HEXIM2 |
| EGFL7 | NOTCH1 |
| EGFL7 | HGS |
| EGFL7 | RASSF10 |

^1^EGFL7, EGF like domain multiple 7; ^2^ HuRI, The Human Reference Interactome

Supplementary Table S6. Interactome of EGFL7^1^ in BioGRID^2^ database

| Interactor A (gene symbol) | Interactor B (gene symbol) | Interactor A (gene symbol) | Interactor B (gene symbol) |
| --- | --- | --- | --- |
| EGFL7 | A2M | EGFL7 | LRP3 |
| EGFL7 | ADAM21 | EGFL7 | LTBR |
| EGFL7 | ADAM33 | EGFL7 | LY86 |
| EGFL7 | ASGR2 | EGFL7 | MFAP5 |
| EGFL7 | C7orf34 | EGFL7 | MID2 |
| EGFL7 | CCL3 | EGFL7 | NELL1 |
| EGFL7 | Cenpe | EGFL7 | NELL2 |
| EGFL7 | CLTC | EGFL7 | NOTCH1 |
| EGFL7 | CRLF1 | EGFL7 | NOTCH2 |
| EGFL7 | DGCR2 | EGFL7 | NOTCH3 |
| EGFL7 | DLK1 | EGFL7 | NOTCH4 |
| EGFL7 | Eef1a1 | EGFL7 | NRSN1 |
| EGFL7 | EFEMP1 | EGFL7 | NUFIP2 |
| EGFL7 | EGFL8 | EGFL7 | OLFM2 |
| EGFL7 | ENG | EGFL7 | ORF8 |
| EGFL7 | FBLN5 | EGFL7 | PIGT |
| EGFL7 | FN1 | EGFL7 | PLA2G10 |
| EGFL7 | FXR1 | EGFL7 | PLAUR |
| EGFL7 | FXR2 | EGFL7 | PNMA2 |
| EGFL7 | GFI1B | EGFL7 | PRG2 |
| EGFL7 | GNE | EGFL7 | PROZ |
| EGFL7 | GRN | EGFL7 | RAB6B |
| EGFL7 | HEXIM2 | EGFL7 | RASSF10 |
| EGFL7 | HGS | EGFL7 | RCN1 |
| EGFL7 | HLA-DPA1 | EGFL7 | ROCK2 |
| EGFL7 | HOXA1 | EGFL7 | SLURP1 |
| EGFL7 | HPN | EGFL7 | SMARCD1 |
| EGFL7 | HSD3B7 | EGFL7 | Smn1 |
| EGFL7 | HSPA5 | EGFL7 | SPAG8 |
| EGFL7 | IFI30 | EGFL7 | SPINT2 |
| EGFL7 | KCMF1 | EGFL7 | ST14 |
| EGFL7 | KIF14 | EGFL7 | TRIM25 |
| EGFL7 | KIF20A | EGFL7 | UBR3 |
| EGFL7 | KLRG2 | EGFL7 | UBR4 |
| EGFL7 | LDLRAD1 | EGFL7 | VHL |
| EGFL7 | LIPH | EGFL7 | VWCE |
| EGFL7 | LMBR1L | EGFL7 | WDR76 |

^1^EGFL7, EGF like domain multiple 7; ^2^ BioGRID, The Biological General Repository for Interaction Datasets

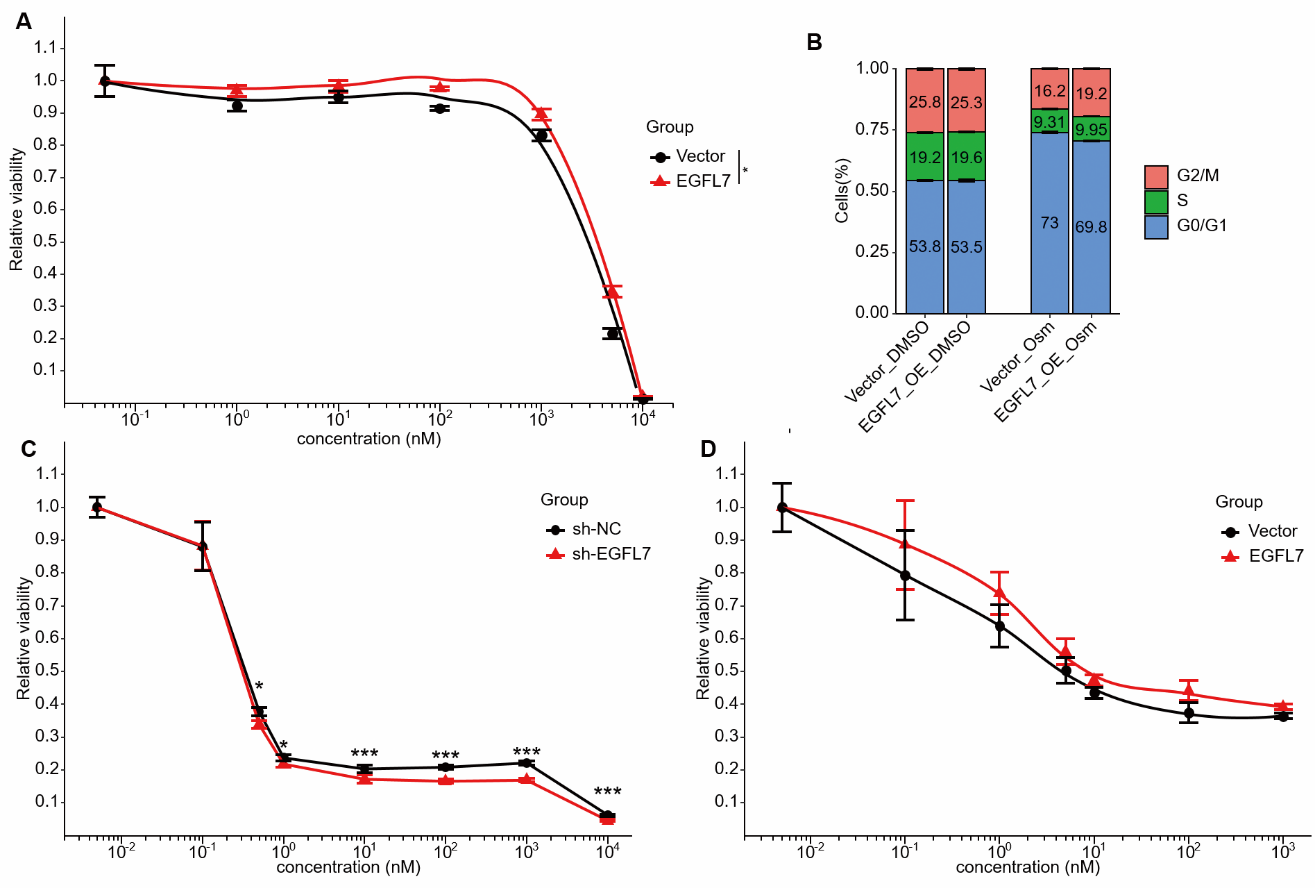

Supplementary Fig. S1 EGFL7 induces resistance to EGFR inhibitors in sensitive phase. A Survival curve of osimertinib-resistant PC9 (PC9OR) cells with the indicated expression plasmids in different concentration of osimertinib treatment for 72 h. Data present as average of 4 identically wells of percentage of surviving cells to 6 wells of vehicle-treated control. B Cell cycle distribution of PC9OR cells with the indicated expression plasmids treated with 3 µM osimertinib or vehicle. Data present as mean ± standard deviation (SD) of 3 biological replicates. Survival curves of PC9 cells with the indicated sh-RNAs C or expression plasmids D in different concentrations of osimertinib treatment for 72 h. Data present as average of 4 identically wells of percentage of surviving cells to vehicle-treated control. Data are shown as mean ± SEM. *P* values are calculated by two way ANNOVA (*, *P* <0.05; ***, *P* <0.001).

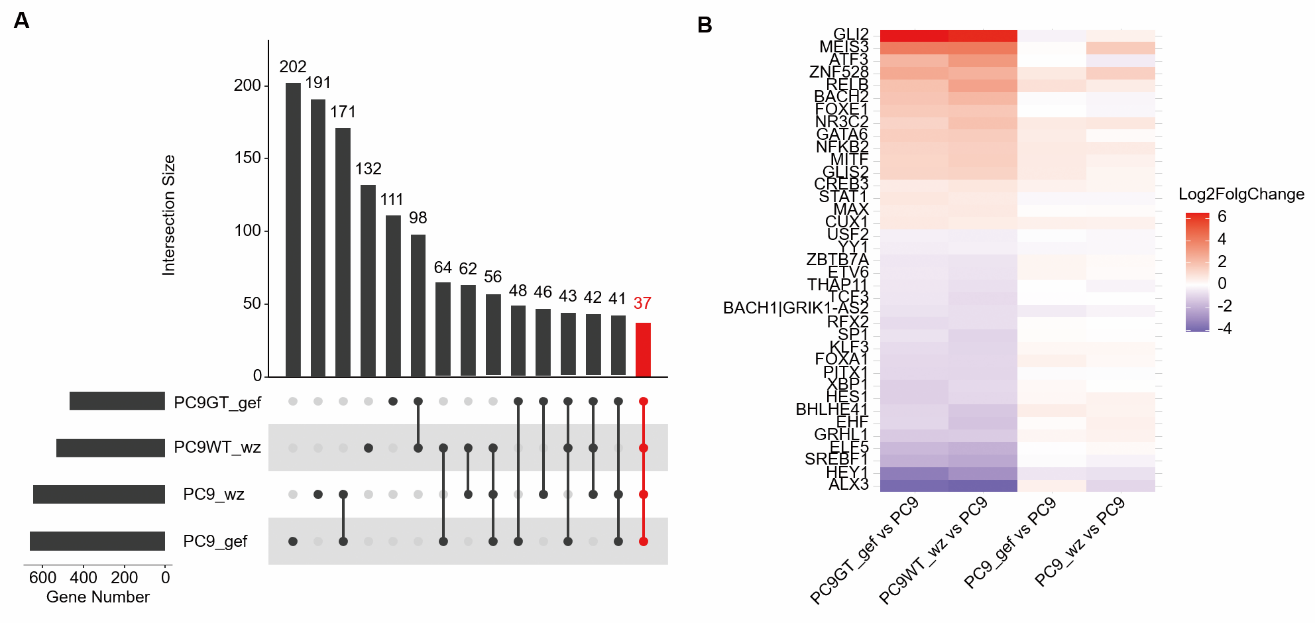

Supplementary Fig. S2 Upregulated genes in late responsive period. A Upset plot representing the changed genes in the indicated EGFR inhibitors-treated PC9 tolerant cells or unchanged genes in the indicated EGFR inhibitors-treated PC9 parental cells compared with PC9 parental cells. Red shapes presenting desired gene set. B Relative expression of genes from panel A.

How the deposited data were processed for this re-analysis (not part of the article)

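The data are the RNA sequencing libraries of PC9 cells and of osimertinib-resistant PC9OR cells, with 2 biological replicates of each line, 4 libraries in all. The sample labels and the paper's results section give the line and the replicate of each library. For every gene of each library, the authors deposited an expected count (expected counts, an estimated number of reads that need not be a whole number and is not normalized), an FPKM value (the expected count scaled by transcript length and library size) and a transcript length in bases, weighted by isoform use. The expected counts were whole numbers for between 53.5% and 55.5% of the genes listed. The FPKM values that the authors deposited imply library totals between 1.41 and 1.45 times the sums of the listed expected counts. The paper names SOAP for the filtering of reads and names STAR, HTSeq and a genome build only for another dataset. For the comparison of PC9 with PC9OR cells the paper names DEGseq, and its statistics section names linear models and MA-plot-based methods for transcriptome data in general.

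The sums of the expected counts were 23201307 and 29062064 for PC9 replicates 1 and 2 and 31948974 and 32203998 for PC9OR replicates 1 and 2. The 10 most abundant genes held between 4.84% and 5.04% of the counts of a library. The smallest value that the depth can show was taken as 3 counts, and it covers counting error only. For genes with at least 20 counts, the variation between replicates exceeded counting noise, with a chi-square of 65.5 per degree of freedom for PC9 and 9.93 for PC9OR. Gene symbols were found for 99.66% of the 16813 genes. Positions and GC content were taken from the GENCODE annotation lifted to GRCh37, with GC content known for 96.3% of the genes.

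Expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, the filterByExpr filter, estimateDisp, glmQLFit and glmQLFTest with their defaults), which left 13148 genes. A gene was called at more than 2-fold change and a Benjamini-Hochberg adjusted p under 0.001, the threshold that the paper states. Gene lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01. Shifts along chromosomes were measured as the running median of the log2 fold change over 31 neighbouring tested genes, against 1000 shuffles of the gene order. The genes named in the text were set before the data were examined. They are *EGFL7*, the genes drawn in Fig. 1B and Fig. 1C, the genes of proteins that the paper studies, the largest changes past the threshold, and members of the written gene lists with an adjusted p under 0.05. Any other gene is said in the text to have been chosen after its values were seen. The results for 3 single genes are not reported here.

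The replicates were not paired, since the paper states no pairing. The deviations of same-numbered libraries from the mean of their line had a correlation of 0.064 across genes, and the replicate number as a block was tried as an alternative. The other alternatives set before the data were examined were DESeq2 1.42.0 size factors, library totals without TMM, DESeq2's Wald test, an MA-plot-based random sampling model on pooled replicates, a robust quasi-likelihood fit, glmTreat against a 1.2-fold change, limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1), no filter on low counts, at least 10 counts in every library, and each library left out in turn. The alternatives chosen after seeing the data were offsets for transcript length, offsets for length and GC content, the same offsets with the replicate block, an adjusted p under 0.05, and the MA-plot-based model on genes over 1 FPKM in every library. The offsets were smooth curves fitted to each library with mgcv 1.9.3. The MA-plot-based model was reimplemented, because DEGseq was not installed, and it leaves out 980 genes with no count in PC9 and 927 with no count in PC9OR.

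The tests were checked on simulated libraries of the same number and depth in which 200 genes were changed. Variation between replicates there followed expression level alone and was the same for both lines. The measured biological coefficient of variation was 0.241 between PC9 and 0.104 between PC9OR replicates. The simulated shares of genes called are therefore no measure of power in the measured libraries, where edgeR's test called 0 genes at the paper's threshold. In the simulation, edgeR's quasi-likelihood test called 87% of the changed genes at an adjusted p under 0.001 with 0 false calls. DESeq2's Wald test called 88.5% with 1 false call, and the MA-plot-based model called 99.5% with 238 false calls. With a trend in transcript length added to the simulated libraries, edgeR's test made 1344 false calls at an adjusted p under 0.05, and the offsets for length and GC content reduced them to 3. The data of the other cell lines, time points, protein measurements and patients in the paper were not analysed here.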

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

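The tests on runs of genes along chromosomes in this part were chosen after the results were seen. The rule for naming single genes of the written gene lists was set before.

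The largest running median of the log2 fold change over 31 neighbouring genes was on chromosome 22, at 2.75, against a 95th percentile of 0.85 over 1000 shuffles of the gene order (permutation p = 0.001, the smallest that 1000 shuffles can give). The paper does not report on this region. From *PI4KA* to *SPECC1L-ADORA2A*, positions 21061979 to 24838324 of GRCh37, 36 of the 37 tested genes were more than 2-fold higher in PC9OR cells, with *MIF-AS1* (log2 fold change -0.19) as the exception, and 33 had an adjusted p under 0.05. In 35 of the 37 both PC9OR libraries were above both PC9 libraries, which chance gives for 16.7% of genes. The bounds of the run were drawn from the values themselves. Its median log2 fold change was 2.59, a 6-fold difference, and ran from 2.54 to 2.71 across the 4 fits that each left out one replicate. The 15 tested genes on the left had a median of -0.05 and the 15 on the right a median of -0.23. Chosen after their values were seen, *CRKL* had 138 and 132 CPM in PC9 and 813 and 805 in PC9OR cells, *SMARCB1* had a log2 fold change of 3.17 and *MIF* of 3.72.

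With offsets for length and GC content the running median on chromosome 22 was 2.99, so length bias does not account for it. The 22 genes of the run that share under 5% of their 50-base words with other genes had a median of 2.52, which goes against reads shared between similar genes. The 21 genes of at least 10 CPM had a median of 2.50, with a range from 1.21 to 4.27, which goes against low counts. The lowest running median with a library left out was 2.64, still on chromosome 22, so it does not rest on a single library. Extra DNA copies of the region in PC9OR cells may be the source, since 36 of the 37 genes were more than 2-fold higher and the medians on both sides were near 0. Expression alone cannot tell extra copies from a shared change in transcription, so the pattern remains a hypothesis.

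Other runs of genes passed the same 95th percentile of 0.85. On chromosome 6, from 26045612 to 27823487, the running median was 0.88. The 47 tested genes there had a median transcript length of 498 bases, and with offsets for length and GC content the value was 0.44, under the 0.67 of the shuffles in that fit. Library differences in length bias are a candidate explanation. On chromosome 11, from 118124131 to 124018428, the running median was -0.85. With the offsets it was -0.71, still past 0.67 in size, so length bias does not account for all of it. With at least 10 counts in every library, which removed 3 of the 45 tested genes there, it was again -0.853, past the 0.772 of the shuffles in that fit. With at least 10 counts in both libraries of one line or the other, which removed 0 of them, it was the same against 0.854, just short of the shuffles. The first filter goes against low counts, and the second tests nothing in this region. In the main fit the run was only just past the shuffles, at 0.853 in size against 0.852. It was further past them with the offsets and with the first filter, and fell short only with the second. A margin this narrow in the main fit leaves the run as weak evidence of a shared change. On chromosome 12, from 7341281 to 14930936, it was -1.13, while the median of all 54 tested genes there was -0.025. With the offsets it was -1.32, past 0.67 in size, so length bias does not account for it. With at least 10 counts in both libraries of one line or the other it was -1.02, past the 0.854 of the shuffles for those genes, which goes against low counts. With at least 10 counts in every library it was -0.053, but 9 of the 11 genes that this filter removed there were more than 2-fold lower in PC9OR cells, so the decrease itself decides which genes are left out. No other explanation was tested for these 2 runs.

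Of 168 tested genes of the written lists that the paper does not name, 7 were more than 2-fold higher in PC9OR cells with an adjusted p under 0.05, and 18 were more than 2-fold lower. The 7 were counted only where both PC9OR libraries were above both PC9 libraries, so that separation adds no evidence. The 18 were counted without a matching condition. The log2 fold changes were 1.53 for *ID3* (adjusted p = 0.0112), 1.22 for *JAG2* (0.0161), 2.30 for *ASNS* (0.00457), 3.58 for *FGFR3* (0.00751) and 2.01 for *TWIST1* (0.0274), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *TWIST1* had an adjusted p of 0.0558 with DESeq2's Wald test, and over its alternatives the adjusted p ran from 1.61e-09 to 0.0558. In the PC9 libraries *FGFR3* had only 8 and 6 counts and *TWIST1* only 8 and 9. Over the alternatives with an adjusted p, the log2 fold change ran from 0.573 to 3.982 for *FGFR3* and from 0.47 to 2.026 for *TWIST1*. For *JAG2* it ran from 0.521 to 1.762. The direction held for these genes, but the size of their increase depends on the processing. *LRP3* had 0 counts in both PC9 libraries, and against the floor of 3 counts it was at least 43.5-fold higher in PC9OR cells. With the offsets for length and GC content, 7 of the 7 remained more than 2-fold higher with an adjusted p under 0.05, so length bias does not account for them. With 1 resistant line, a change tied to resistance cannot be told apart from any other difference between these cultures.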

How the results depend on the processing

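The alternatives were set before the data were examined, except for the offsets, the adjusted p under 0.05 and the MA-plot-based model on genes over 1 FPKM in every library, which were chosen after seeing the data. Where a result changed, the cause was not tested unless a value below shows it.

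At more than 2-fold change and an adjusted p under 0.001, the 0 genes higher and 0 genes lower in PC9OR cells (967 and 1718 at an unadjusted p under 0.05) stayed at 0 with DESeq2's size factors, library totals, the robust fit, glmTreat and both limma-trend fits on FPKM. DESeq2's Wald test called 497 higher and 1238 lower, and the MA-plot-based model on pooled replicates 1080 and 1847. Without a filter on low counts, 2 genes were higher (*EEF1A2* and *GPX2*) and 3 lower (*IL1B*, *MCAM* and *SLC16A7*). With at least 10 counts in every library, 3 were higher, with *SMARCB1* added, and 4 lower, with *PXYLP1* added. These genes were named after their values were seen. The replicate block gave 304 and 880. Offsets for length gave 41 and 40, offsets for length and GC content 55 and 57, and the same with the replicate block 221 and 373. An adjusted p under 0.05 gave 806 and 1523, and the MA-plot-based model on genes over 1 FPKM in every library 376 and 828. The correlation of deviations between same-numbered libraries was 0.064, so the numbering gives the replicate block little to remove.

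The number of genes with an adjusted p under 0.05, 4790, rose to 11469 with the MA-plot-based model and to 8523 with its version on genes over 1 FPKM, and stayed within 1.5 times under the other alternatives run. By fold change alone, 1162 genes were higher and 1924 lower. Without a filter these were 2543 and 3338, and with at least 10 counts in every library 748 and 1506. Limma-trend on log2(FPKM + 1) gave 392 and 889, limma-trend on log2(FPKM + 0.1) 957 and 1665, the MA-plot-based model on pooled replicates 1544 and 2420, and its version on genes over 1 FPKM 377 and 828, with these 4 pairs of counts chosen after seeing the data. They ran from 1243 to 1807 higher and from 1653 to 2481 lower across the 4 fits that each left out one replicate.

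Of the 23 genes drawn as upregulated in Fig. 1C, 0 passed the threshold, against 19 with DESeq2's Wald test, 23 with either version of the MA-plot-based model, 12 with the replicate block, 1 (*SLC2A3*) with offsets for length or for length and GC content, 7 with those offsets and the replicate block, and 21 at an adjusted p under 0.05. Of the 22 drawn as downregulated, 0 passed, against 19, 22, 16, 3 (*CLDN1*, *OLFML3* and *PEF1*) with offsets for length, 4 (those and *CXCL8*) with offsets for length and GC content, 9 and 21 in the same order. At an unadjusted p under 0.05, 23 and 22 passed. The genes named here were named after their values were seen.

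The log2 fold change of *EGFL7*, 1.27, kept its direction in all 20 alternatives, from 0.95 to 1.44, and from 1.10 to 1.44 across the 4 fits that each left out one replicate. The robust fit, glmTreat and the adjusted p under 0.05 reuse the main estimate of 1.27, so these alternatives could not change the direction. *EGFL7* passed the threshold at 1.26 with DESeq2's Wald test, 1.25 and 1.24 with the MA-plot-based models, 1.28 with the replicate block, and 1.27 at an adjusted p under 0.05. Its adjusted p ran from 6.62e-123 to 0.0108 over its alternatives.

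The NOTCH and MYC target lists kept their direction and stayed short of p under 0.05 in all alternatives run. With offsets for length and GC content the median of the NOTCH targets shrank from -0.28 to -0.008, and that of the MYC targets went from -0.08 to -0.11. The median of the NMD factor list, -0.30, reversed to 0.054 with offsets for length and GC content. The largest running median along a chromosome stayed on chromosome 22 in every alternative run, with values from 2.64 to 2.84 across the 4 fits that each left out one replicate.

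Among the 41 other genes whose values the text gives, the offsets reversed the direction of some. *EPHB2* went to 0.12 with offsets for length and GC content and 0.13 with the replicate block added. *UPF1* went to 0.037 with offsets for length, 0.25 with length and GC content and 0.25 with the replicate block added, and *UPF2* to 0.014 with offsets for length. *HES1* went to -0.11, -0.026 and -0.028 in that order. *UPF3A* ran from -0.013 to 0.35 and *MIF-AS1* from -0.71 to 0.52 across the 4 fits that each left out one replicate. Among their other results, 21 became stronger, 8 became weaker and 9 moved by more than the spread between replicates.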

Differences from the paper's values

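The paper's number of genes upregulated in PC9OR cells is 369 (Fig. 1B). With edgeR's quasi-likelihood test at the same threshold, 0 genes were called (967 at an unadjusted p under 0.05 and more than 2-fold higher). Of the alternatives set before the data were examined, DESeq2's Wald test, with 497, and the replicate block, with 304, came within 1.5 times the paper's number. DESeq2's size factors, library totals, the robust fit, glmTreat and both limma-trend fits on FPKM gave 0. The fit without a filter gave 2, the fit with at least 10 counts in every library gave 3, and the MA-plot-based model on pooled replicates gave 1080. The MA-plot-based model on genes over 1 FPKM in every library, chosen after seeing the values, gave 376. Limma-trend on log2(FPKM + 1) gave 368 genes more than 2-fold higher at an adjusted p under 0.05 and 392 by fold change alone, counts also chosen after seeing the values.

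The paper's number of upregulated genes shared with the patient comparison is 23 (Fig. 1C), of which 0 passed the same threshold with edgeR's quasi-likelihood test (23 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2's Wald test called 19 and the MA-plot-based model called 23. The replicate block called 12, and the others called 0. Chosen after seeing the values, an adjusted p under 0.05 called 21, the MA-plot-based model on genes over 1 FPKM in every library called 23, offsets for length and offsets for length and GC content each called 1, *SLC2A3*, and those offsets with the replicate block called 7. *EGFL7* itself was called with DESeq2's Wald test, the MA-plot-based model and the replicate block, and, chosen after seeing the values, at an adjusted p under 0.05 and with the MA-plot-based model on genes over 1 FPKM.

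Log2 fold changes were also read by eye from labelled points of Fig. 1B, after the values here had been seen. The paper's value for *CAPS* is about 2.0 in Fig. 1B, against 1.89 here, with a replicate SD of 0.0858. None of the other models, normalizations and filters set before the data were examined closed the gap, and the fit without PC9 replicate 2 did, at 1.939. The paper's value for *HSPA2* is about 1.9 in Fig. 1B, against 1.798 here, with a replicate SD of 0.0949. The fit without a filter on low counts closed the gap, at 1.808, as did those without PC9 replicate 1, at 1.864, and without PC9OR replicate 1, at 1.806. The others set before the data were examined did not, and offsets for length, chosen after seeing the values, did, at 1.831. The paper's value for *GOLT1A* is about 1.7 in Fig. 1B, against 1.657 here, with a replicate SD of 0.0285. Against 1.7 this gap is smaller than the 0.05 to which the point was read. The rounding of the point to 1.7 is uncertain, and a higher reading would widen the gap. The fit without PC9OR replicate 1 closed the gap to 1.7, at 1.672, and no other alternative set before the data were examined did.

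The 22 genes drawn as downregulated in Fig. 1C are calls of the paper of which 0 passed here (22 at an unadjusted p under 0.05). DESeq2's Wald test called 19, the MA-plot-based model 22 and the replicate block 16, and, chosen after seeing the values, an adjusted p under 0.05 called 21 and the MA-plot-based model on genes over 1 FPKM called 22. Also chosen after seeing the values, offsets for length called 3, offsets for length and GC content 4, and those offsets with the replicate block 9.

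The paper states that *EGFL7* ranked first among the shared upregulated genes. Between PC9OR and PC9 cells it was in position 12 of 23 by log2 fold change, behind *CAPS* in position 1 and *SLC2A3* in position 2, and in position 9 by adjusted p. The patient comparison was not analysed here.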

Other observations

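The tests in this part on the length trend between replicates, on the genes of Fig. 1C, on the neighbours of *NOTCH1*, on *UPF3B* and on gene lists other than those of NOTCH targets, MYC targets and NMD factors were chosen after the results were seen.

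Short genes tended to be higher and long genes lower in PC9OR than in PC9 cells, with a rank correlation with length of -0.44 across 10239 genes, which are not independent replicates. The same trend appeared between the PC9 replicates, at -0.50, and not between the PC9OR replicates, at 0.00. With GC content held constant the rank correlation between the lines was -0.49, and among genes of at least 100 CPM it was -0.54, so neither GC content nor low counts accounts for it. Library differences in length bias may explain part of the trend. Against PC9 replicate 1 alone the rank correlation was -0.48 and against PC9 replicate 2 alone it was -0.36, so a trend remained against either PC9 library, and no explanation of that part was tested.

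The higher expression of *EGFL7* in PC9OR cells kept a log2 fold change of 0.97 with offsets for length and GC content, more than 50% of its value of 1.27, so length bias lowers it without accounting for it. The 30 tested genes around *EGFL7* had a median of -0.046, which goes against a copy gain of the region. With the same offsets the median of the genes drawn as upregulated in Fig. 1C went from 1.27 to 0.95 and that of the genes drawn as downregulated from -1.35 to -1.24, and 23 of 23 and 21 of 22 kept their direction. Of the 45 genes, 23 remained more than 2-fold changed in the drawn direction, so a change of more than 2-fold cannot be told apart from length bias for the list as a whole. These genes were selected for a large change in the same libraries.

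The MA-plot-based model treats variation between replicates as signal. At the paper's threshold it called 587 genes between the PC9 replicates and 179 between the PC9OR replicates, against 2927 between the lines, so replicate variation may account for part of its calls.

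The paper measures NOTCH1, EGFR and c-Myc proteins under other conditions. In these libraries *NOTCH1* had a log2 fold change of -2.04 (adjusted p = 0.0113), *EGFR* of -1.46 (0.0132) and *MYC* of -0.67 (0.0311), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with both PC9OR libraries below both PC9 libraries for each. With offsets for length and GC content *NOTCH1* was at -1.07 and *EGFR* at -0.95, over 50% of their values. The 30 tested genes around *NOTCH1* had a median of 0.002, which goes against a reduced copy number of the region. *HES1* was at 0.17 (adjusted p = 0.316), *HEY1* at 1.14 (0.0421) and *GLIS2* at -2.36 (0.0308), from the same edgeR test. An adjusted p under 0.05 did not hold in every alternative. It rose to 0.0593 for *MYC* with edgeR's glmTreat, and over the alternatives it reached 0.0603 for *HEY1* and 0.0734 for *GLIS2*. With each library left out in turn, *GLIS2* ran from -2.95 to -1.42.

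The written list of NOTCH targets had a median log2 fold change of -0.28, with 7 of 20 tested genes higher in PC9OR cells. With offsets for length and GC content its median was -0.008, with 10 of 20 higher. The list of MYC targets had a median of -0.08, with 12 of 26 higher, and the list of NMD factors a median of -0.30, with 6 of 17 higher. Over all 10 lists tested, without those of Fig. 1C, the adjusted p was 0.331 for NOTCH targets, 0.423 for MYC targets and 0.331 for NMD factors (limma's camera with Benjamini-Hochberg adjustment). NMD-sensitive transcripts had a median of 0.51, with 15 of 21 higher and an adjusted p of 0.3 (0.0653 unadjusted, 0.0395 with the replicate block and 0.621 with offsets for length and GC content). NOTCH pathway components had a median of -0.43 and an adjusted p of 0.3, and their median was -0.11 with the same offsets. The lists of receptor tyrosine kinases, of epithelial-mesenchymal transition genes, of interactors and of genes the paper names had adjusted p values from 0.322 to 0.663.

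The list with an adjusted p under 0.05 was that of the transcription factors of Supplementary Fig. S2, which the paper draws from cells under other conditions. Of the 33 tested, 9 were higher in PC9OR cells, with a median log2 fold change of -0.76 and an adjusted p of 0.0243 (limma's camera with Benjamini-Hochberg adjustment over 10 lists). With offsets for length and GC content the median was -0.32 and the adjusted p 0.0427, so length bias lowers the difference without accounting for all of it. With the inter-gene correlation estimated for each list the adjusted p was 0.574, so the result depends on that setting.

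The paper reports lower RENT3 protein in PC9 cells exposed to osimertinib (Fig. 4E), which is another condition. Between PC9OR and PC9 cells, *UPF3B* had a log2 fold change of -1.0 (adjusted p = 0.0244) and *UPF3A* of 0.17 (0.572), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *UPF1* and *UPF2*, the genes of RENT1 and RENT2, were both at -0.30 (0.157 and 0.110). With offsets for length and GC content *UPF3B* was at -1.26, so length bias does not account for its decrease.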
